# CD44 Modulates Cell Migration and Invasion in Ewing Sarcoma Cells

**DOI:** 10.3390/ijms241411774

**Published:** 2023-07-21

**Authors:** Enrique Fernández-Tabanera, Laura García-García, Carlos Rodríguez-Martín, Saint T. Cervera, Laura González-González, Cristina Robledo, Santiago Josa, Selene Martínez, Luis Chapado, Sara Monzón, Raquel M. Melero-Fernández de Mera, Javier Alonso

**Keywords:** Ewing sarcoma, CD44, EWSR1::FLI1, cell migration, cell invasiveness

## Abstract

The chimeric EWSR1::FLI1 transcription factor is the main oncogenic event in Ewing sarcoma. Recently, it has been proposed that EWSR1::FLI1 levels can fluctuate in Ewing sarcoma cells, giving rise to two cell populations. EWSR1::FLI1^low^ cells present a migratory and invasive phenotype, while EWSR1::FLI1^high^ cells are more proliferative. In this work, we described how the CD44 standard isoform (CD44s), a transmembrane protein involved in cell adhesion and migration, is overexpressed in the EWSR1::FLI1^low^ phenotype. The functional characterization of CD44s (proliferation, clonogenicity, migration, and invasion ability) was performed in three doxycycline-inducible Ewing sarcoma cell models (A673, MHH-ES1, and CADO-ES1). As a result, CD44s expression reduced cell proliferation in all the cell lines tested without affecting clonogenicity. Additionally, CD44s increased cell migration in A673 and MHH-ES1, without effects in CADO-ES1. As hyaluronan is the main ligand of CD44s, its effect on migration ability was also assessed, showing that high molecular weight hyaluronic acid (HMW-HA) blocked cell migration while low molecular weight hyaluronic acid (LMW-HA) increased it. Invasion ability was correlated with CD44 expression in A673 and MHH-ES1 cell lines. CD44s, upregulated upon EWSR1::FLI1 knockdown, regulates cell migration and invasion in Ewing sarcoma cells.

## 1. Introduction

Ewing sarcoma is a rare and aggressive tumor that arises mainly during childhood and adolescence, predominantly in the bones of the proximal and distal extremities [1]. Approximately 25% of patients have detectable metastases at the time of diagnosis. Molecularly, Ewing sarcoma is characterized by the presence of a reciprocal chromosomal translocation that gives rise to chimeric transcription factors. These chimeric fusion proteins, which are the main oncogenic drivers in this malignancy [2], involve a member of the FET gene family (*FUS*, *EWSR1*, or *TAF15*) and a transcription factor of the ETS gene family (*FLI1*, *ERG*, *FEV*, *ETV1*, or *ETV4*, among others). The chromosomal translocation t(11;22)(q24;q12) is the most frequent alteration. This generates an aberrant protein constituted, specifically, by the fusion of the N-terminal region of the *EWSR1* gene with the C-terminal region of the ETS transcription factor *FLI1*, where the DNA binding domain resides. As a consequence, the chimeric transcription factor EWSR1::FLI1 modulates the expression, directly or indirectly, of hundreds of genes that globally determine a specific genetic profile [1,2,3]. Thus, EWSR1::FLI1 is placed at the summit of a complex transcriptional regulation network that defines a specific oncogenic expression program.

In the last few years, it has been proposed that there could be two Ewing sarcoma cell populations from a phenotypic point of view that would coexist in Ewing sarcoma tumors [4]. The differences between these two cell populations would be attributable to different expression levels of the aberrant transcription factor. The main population in the tumor would be constituted by tumor cells with high levels of the chimeric protein (EWSR1::FLI1^high^ phenotype) and characterized by elevated proliferation and an undifferentiated cellular status. On the other hand, the minor population, which expresses low levels of EWSR1::FLI1 expression (the EWSR1::FLI1^low^ phenotype), would be characterized by a reduced proliferation rate and increased migration and invasiveness [4,5]. Since EWSR1::FLI1 regulates a specific gene expression profile, these different phenotypes should be the consequence of those genes regulated by EWSR1::FLI1. Thus, deciphering the contribution of specific genes to Ewing sarcoma phenotypes is relevant to understanding Ewing sarcoma biology and identifying pathways involved in proliferation and migration/invasiveness. Our research group has predominantly focused on looking up genes regulated positively or negatively by EWSR1::FLI1 in Ewing sarcoma cells (e.g., NR0B1/DAX1, CCK, LOX, SPRY1, DKK2, or FEZF1) [6,7,8,9,10,11].

In order to identify potential actors involved in cell migration and invasion capability in Ewing sarcoma, we focus, on this occasion, on genes upregulated in the EWSR1::FLI1^low^ phenotype that were also associated with the regulation of these processes. Thus, a RNAseq analysis performed in the cell model A673/TR/shEF, in which EWSR1::FLI1 is downregulated by a specific doxycycline-dependent shRNA [8], showed that *CD44* (Cluster of Differentiation 44) was one of the most overexpressed genes upon EWSR1::FLI1 downregulation. CD44 is a transmembrane protein characterized by an extracellular domain with multiple ligand-binding properties. Hyaluronic acid (HA) has been described as its major ligand among other molecules such as osteopontin, glycosaminoglycans, or collagen [12]. It has been widely accepted that the molecules of the extracellular matrix and its receptors play an essential role in the development of tumors [13]. Interestingly, CD44 protein has been linked to invasion, metastasis, and increased aggressiveness in several solid and hematological malignancies, such as breast cancer, hepatocarcinoma, non-Hodgkin lymphoma, or acute myeloid leukemia, among others [13,14], and it has been identified as a prognostic factor in osteosarcoma, breast cancer, ovarian cancer, gastric cancer, and gallbladder cancer [14,15,16,17,18,19]. Moreover, CD44 is considered a molecular target susceptible to pharmacological therapy [14]. To our knowledge, the role of CD44 in Ewing sarcoma has been superficially elucidated in the context of vasculogenic mimicry, facilitating the formation of vasculogenic structures in the absence of angiogenic factors [20]. In consequence, it would be interesting to define the complete functional spectrum of CD44 in Ewing sarcoma, with a focus on its possible role in cell migration and invasiveness.

In this work, we showed that the CD44 standard isoform (CD44s) is negatively regulated by EWSR1::FLI1 and thus overexpressed in the EWSR1::FLI1^low^ phenotype. The expression of CD44s in three independent Ewing sarcoma cell lines reduced cell proliferation without impairing the clonogenic ability of these cells. More interestingly, CD44s expression increased cell migration and invasiveness in two Ewing sarcoma cell lines (A673 and MHH-ES1). According to these findings, we suggest that CD44s could be involved in the migration/invasion features that characterize the EWSR1::FLI1^low^ phenotype.

## 2. Results

### 2.1. CD44s Is Upregulated upon EWSR1::FLI1 Knockdown

The main objective of this study was to identify genes that were downregulated by EWSR1::FLI1 in Ewing sarcoma that could be potentially relevant for the tumorigenesis process. For this aim, we used the A673/TR/shEF cell line, which is a well-established cell model for EWSR1::FLI1 downregulation [8]. In this Ewing sarcoma cell model, EWSR1::FLI1 is efficiently downregulated upon doxycycline-mediated expression of a specific shRNA designed against the EWSR1::FLI1 chimeric mRNA. In consequence, in the absence of doxycycline, A673 Ewing sarcoma cells produce high levels of EWSR1::FLI1 (EWSR1::FLI1^high^), while in the presence of doxycycline, low levels of EWSR1::FLI1 (EWSR1::FLI1^low^) are achieved. 

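A673 is an Ewing sarcoma cell line that carries the EWSR1::FLI1 fusion, and the A673/TR/shEF derivative adds a tetracycline repressor and an inducible shRNA against the chimeric mRNA. RNAseq was performed on 3 samples cultured without doxycycline (EWSR1::FLI1 high, replicates 1 to 3) and on 3 samples cultured with 1 µg/mL doxycycline for 72 h (EWSR1::FLI1 low, replicates 1 to 3). The authors mapped paired-end reads to GRCh37 with STAR and deposited 1 FPKM value per gene symbol and library, together with a table of their own comparison of the groups. Within each gene, the FPKM values were scaled to the mean normalized count of the authors' deposited table. After this scaling, 100% of the values above 0 in every library were whole multiples of the value of 1 read, so the number of reads on each gene could be recovered. Reads on genes numbered 10264638, 7800264 and 8359615 in EWSR1::FLI1 high replicates 1, 2 and 3, and 6980361, 8570957 and 16658933 in EWSR1::FLI1 low replicates 1, 2 and 3. The deepest library was therefore in the EWSR1::FLI1 low group, while the medians of the groups were 8359615 reads for EWSR1::FLI1 high and 8570957 for EWSR1::FLI1 low. Genes with a mean FPKM of at least 0.5 over the 6 libraries were tested, which left 15504 genes. Groups were compared with limma on log2(FPKM + 1), with Benjamini-Hochberg adjustment, and each fold change below is on this log2(FPKM + 1) scale, which understates the change of genes with low FPKM. The replicate number was not in the model, and a fit with the replicate number as a block was made beside it.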

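The targeted transcript was examined first. The shRNA is directed against the chimeric mRNA, whose 3′ part comes from FLI1 (ENSG00000151702, chromosome 11, 128556430 to 128683162, plus strand, GRCh37). FLI1 expression was 12.7 ± 1.43 FPKM (SD, n = 3) in EWSR1::FLI1 high cells and 3.63 ± 0.696 FPKM (SD, n = 3) in EWSR1::FLI1 low cells, and each EWSR1::FLI1 low library was below each EWSR1::FLI1 high library. The log2 fold change was -1.57 (standard error 0.18, adjusted p = 0.000676, limma), and -1.57 with an adjusted p of 0.000603 when the replicate number was included as a block. In the 6 fits that each left out 1 library, the log2 fold change stayed between -1.68 and -1.46, with an adjusted p of at most 0.00683. EWSR1 (ENSG00000182944, chromosome 22, 29663998 to 29696515, plus strand) gives the 5′ part of the fusion and is also transcribed from the allele that is not rearranged. Its expression was 91.5 ± 13.9 FPKM (SD, n = 3) in EWSR1::FLI1 high cells and 65.1 ± 16.0 FPKM (SD, n = 3) in EWSR1::FLI1 low cells, and each EWSR1::FLI1 low library was below each EWSR1::FLI1 high library. For EWSR1 the log2 fold change was -0.50 (adjusted p = 0.159, limma; 0.0737 with the replicate block). NR0B1 (ENSG00000169297, chromosome X, 30322323 to 30327507, minus strand) decreased from 29.6 ± 6.46 to 4.56 ± 2.53 FPKM (SD, n = 3 in each group), with a log2 fold change of -2.56 (adjusted p = 0.00172, limma). In the 6 fits that each left out 1 library, the log2 fold change of NR0B1 stayed between -2.87 and -2.14. Its adjusted p (limma) reached 0.0133 in these fits. With median-ratio scaling, its log2 fold change was -2.49.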

Firstly, we analyzed RNAseq data obtained from the A673/TR/shEF cell line under EWSR1::FLI1^high^ and EWSR::FLI1^low^ conditions (Figure 1). To obtain a list of strongly regulated EWSR1::FLI1 target genes, we selected all the genes that showed log_2_ fold changes > 2.5 or < 2.5 and an adjusted *p*-value < 0.01. According to these conditions, a total of 44 genes were downregulated upon EWSR1::FLI1 knockdown (log_2_ fold change < 2.5, adjusted *p*-value < 0.01), thus being characteristic of the EWSR1::FLI1^high^ phenotype; 273 genes were upregulated upon EWSR1::FLI1 knockdown (log_2_ fold change > 2.5, adjusted *p*-value < 0.01), thus being characteristic of the EWSR1::FLI1^low^ phenotype (Figure 1A and Table S1). 

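With the same limits applied to the 15504 genes tested with limma on log2(FPKM + 1), 32 genes were lower and 126 genes were higher upon EWSR1::FLI1 knockdown, so 79.7% of the genes past both limits were higher. With the replicate number as a block, 32 genes were lower and 139 were higher. The deviations of same-numbered libraries from their group means correlated, across genes, with r = 0.27 for replicate 1, 0.09 for replicate 2 and 0.12 for replicate 3, and those of libraries with different numbers with r from -0.29 to 0.19. With a pseudocount of 0.1 in place of 1, 62 genes were lower and 279 were higher. Without a limit on the fold change, 1222 genes had an adjusted p under 0.01, of which 700 were higher and 522 were lower upon knockdown. The share of higher genes among these, 57.3%, was 49.8% with quantile normalization and from 37.7% to 67.4% in the 6 fits that each left out 1 library. Of the 272 genes read from the paper's list of upregulated genes, 268 could be tested, all 268 were higher in EWSR1::FLI1 low cells, 227 had an adjusted p under 0.01, and 110 were also past the fold change limit. All 44 genes of the paper's list of downregulated genes were lower with an adjusted p under 0.01, and 26 of them were also past the fold change limit. The paper drew both lists from these same libraries, so the shared directions restate that selection. With a pseudocount of 0.1, 230 of the 268 and all 44 were past both limits. Leaving out 1 library at a time gave from 85 to 145 of the 268 and from 20 to 28 of the 44. Among genes with an adjusted p under 0.01 and the same direction in the 3 replicate pairs, the largest increases were found for MGP, IGFBP7, TNFSF18, IGFBP3 and LOX, with log2 fold changes from 6.33 for MGP to 5.35 for LOX. The largest decreases were found for PPP1R1A, FEZF1-AS1, CLUL1, FEZF1 and APELA, with log2 fold changes from -4.00 for PPP1R1A to -3.47 for APELA. The order of the decreases depended on the pseudocount. With 0.1 in place of 1, CCK (-5.38) and APELA (-4.71) decreased more than PPP1R1A (-4.62). FEZF1-AS1 overlaps FEZF1 on the opposite strand, and reads of these genes could be exchanged if strand was not used in counting.

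**Figure D1:**
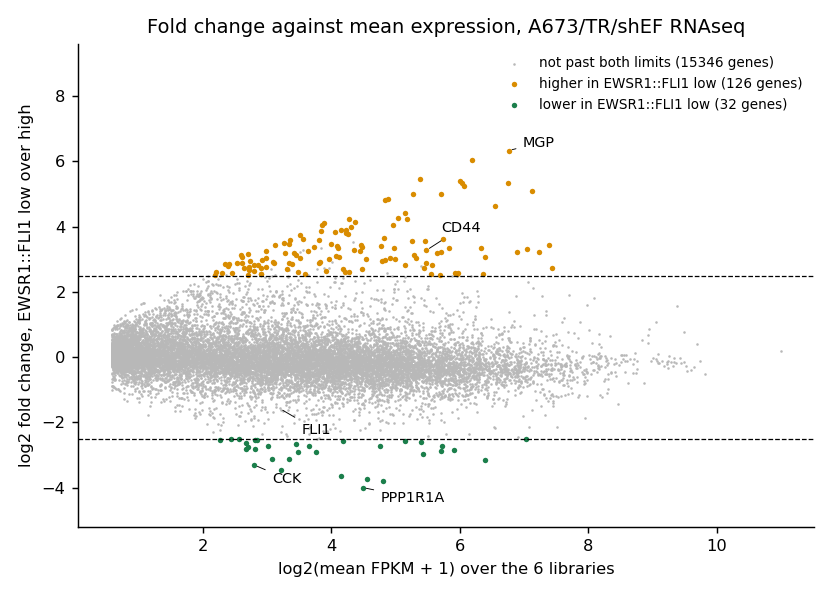
Log2 fold change between EWSR1::FLI1 low and EWSR1::FLI1 high cells (vertical axis) against log2(mean FPKM + 1) over the 6 libraries (horizontal axis) for the 15504 genes tested, 1 point per gene. Dashed lines mark log2 fold changes of 2.5 and -2.5, and colored points are the 126 genes that were higher and the 32 genes that were lower with an adjusted p under 0.01.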

To further identify genes involved in cell migration, invasion, or metastasis using an unbiased approach, each gene in the dataset was cross-referenced with the PubMed database using the terms invasion, migration, and metastasis. Afterward, the number of published articles for each gene with any of those terms was noted, and then the genes were ranked accordingly (Table S1). Figure 1B shows the results obtained after this analysis. 

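The citation counts of Table S1 were set beside the expression values. According to the counts in the paper's table, 47 of the 272 genes read from the upregulated list (17.3%) and 3 of the 44 downregulated genes (6.82%) had more than 100 citations with the terms. The difference between these shares was not significant (Fisher's exact test, two-sided, p = 0.116; 0.232 after Benjamini-Hochberg adjustment over the 4 citation limits examined). At a limit of 12 citations, the smallest circle in the legend of Figure 1B, the shares were 53.7% (146 of 272) and 22.7% (10 of 44), and they differed (Fisher's exact test, two-sided, p = 0.000145; adjusted p = 0.000582). The shares did not differ significantly at a limit of 250 citations, with 10.3% and 4.55% (Fisher's exact test, two-sided, p = 0.402), nor at a limit of 1000 citations, with 2.21% and 2.27% (Fisher's exact test, two-sided, p = 1). All 47 upregulated genes with more than 100 citations could be tested, all 47 were higher in EWSR1::FLI1 low cells, and 42 of them had an adjusted p under 0.01 with limma. The 3 downregulated genes were lower, each with an adjusted p under 0.01. The paper selected the genes of both lists by their change in these same libraries, so these directions restate that selection.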

The vast majority of genes with a higher number of citations, including the terms invasion, migration, or metastasis, belonged to genes upregulated in the EWSR1::FLI1^low^ phenotype. 

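CCK (ENSG00000187094, chromosome 3, 42299317 to 42307677, minus strand, GRCh37), which encodes cholecystokinin, was expressed at 8.68, 11.3 and 15.0 FPKM in EWSR1::FLI1 high replicates 1, 2 and 3. In EWSR1::FLI1 low cells it was at 0.697 FPKM in replicate 1, listed at 0 in replicate 2 and at 0.159 FPKM in replicate 3. These values correspond to 147, 145 and 187 reads without doxycycline and to 10, 0 and 4 reads with doxycycline. The log2 fold change was -3.30 (standard error 0.25, adjusted p = 0.000108, limma), and the adjusted p was 0.000168 with the replicate block. Since the EWSR1::FLI1 low libraries were near 0, the size of the change depended on the pseudocount, and the log2 fold change was -5.38 with a pseudocount of 0.1. In the paper's citation counts, CCK has 3709 citations. Its symbol is short, and whether all of these articles concern the gene was not tested.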

Interestingly, only *CCK*, a gene upregulated by EWSR::FLI1 as previously described by our group, showed a high number of citations in the group of genes upregulated in the EWSR1::FLI1^high^ phenotype [8]. 

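In the paper's citation counts, CD44 ranks first among the 316 genes read from both lists with 5230 citations, followed by CXCL12 with 3770. Both were higher in EWSR1::FLI1 low cells in each replicate pair. CXCL12 (ENSG00000107562, chromosome 10, 44865613 to 44881941, minus strand, GRCh37) increased from 0.66 ± 0.112 to 11.2 ± 4.00 FPKM (SD, n = 3 in each group), a log2 fold change of 2.82 (standard error 0.25, adjusted p = 0.000211, limma). Across the 268 upregulated genes that could be tested, the number of citations and the log2 fold change were related with Spearman's rho = 0.303 (permutation test, two-sided, p = 2e-05). This is a relation across genes, which are not independent replicates. These fold changes are understated for genes with low FPKM. The relation was not tested on another scale or with expression level taken into account. Sorted by fold change, CD44 held position 52 among the 126 genes higher upon knockdown. In the authors' deposited table, CD44 held position 139 by log2 fold change among genes with an adjusted p under 0.01.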

Among all genes strongly regulated by EWSR1::FLI1, *CD44* was the one with the largest number of citations, demonstrating a clear association between this gene and cell migration, invasion, and metastatic processes in the literature. Therefore, we selected this gene for additional analysis as it could play a key role in the EWSR1::FLI1^low^ phenotype.

According to the Ensembl database, there are more than 20 CD44 mRNA isoforms; however, only a few of them have been experimentally elucidated (https://www.ensembl.org/; ID:ENSG00000026508, accessed 20 January 2023). These mRNA isoforms produce different CD44 proteins with different molecular weights, containing specific domains that interact with several proteins in the extracellular matrix [14]. Thus, it is important to know what specific CD44 isoforms are present upon EWSR1::FLI1 knockdown, as this may be relevant to understanding the role of CD44 in Ewing sarcoma. To determine the most overexpressed isoform, we performed a deeper characterization analysis of the RNAseq dataset. Seven CD44 isoforms were detected by using TopHat v2.1.1 software, a fast splice junction mapper used to detect mRNA isoforms in RNAseq analysis (Figure S1A,B). However, the CD44v4 isoform (NM_001001391), also called the CD44 standard isoform (CD44s), was the only one significantly overrepresented (fold change > 10, adjusted *p*-value < 0.0001) upon EWSR1::FLI1 knockdown (Figure S1A,B). The CD44s protein (Uniprot reference: P16070-12) is constituted by nine exons, and it lacks a large region of the ectodomain but still maintains the domains involved in the specific recognition of hyaluronic acid (HA) [14]. 

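In the GENCODE annotation of GRCh37, the CD44 gene (ENSG00000026508) extends from 35160429 to 35253949 on the plus strand of chromosome 11 and has 38 annotated transcripts, 25 of which are protein-coding. The transcript of CD44s runs from 35160718 to 35253949 and is 4288 bases long. It has 9 exons, and each of the 9 contains coding sequence. Exon 1 (35160718 to 35160917) holds the 133 bases of the 5′ untranslated region and the start of the coding sequence at 35160851. Exons 2 to 5 lie between 35198122 and 35211612, and the next exon of this transcript, exon 6, starts at 35236399, after a gap of 24786 bases that holds no exon of CD44s. Exon 9 (35250676 to 35253949) is 3274 bases long and contains the end of the coding sequence, the stop codon and a 3′ untranslated region of 3069 bases, which makes up 71.6% of the transcript. The coding sequence has 1083 bases without the stop codon and encodes 361 amino acids, with a calculated mass of 39.4 kDa without glycosylation.

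**Figure D2:**
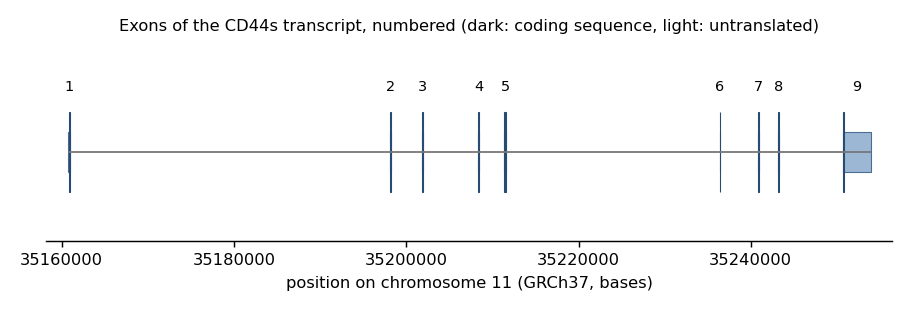
Exons of the CD44s transcript drawn to scale along chromosome 11 (GRCh37; horizontal axis in bases), numbered 1 to 9. Dark bars are coding sequence and light bars are untranslated regions; the widest gap, 37204 bases, separates exons 1 and 2.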

CD44s is heavily glycosylated, showing an apparent molecular weight of about 80 KDa in a western blot analysis [12,21,22].

CD44 upregulation upon EWSR1::FLI1 knockdown in A673 cells was confirmed by RT-qPCR (Figure 2A) and western blot analysis (Figure 2B). Cell immunostaining corroborated that CD44 was overexpressed upon EWSR1:FLI1 knockdown, and the protein was localized in the cell membrane (Figure 2C). Next, we analyzed if the low expression of CD44 in A673 cells (EWSR1::FLI1^high^) was also observed in other Ewing sarcoma cells and/or other sarcoma types. As shown in Figure 2D,E, CD44 was not detected in any Ewing sarcoma cell line analyzed (*n* = 7) at the mRNA or protein level, indicating that CD44 is not expressed in Ewing sarcoma cell lines maintained in standard culture conditions (EWSR1::FLI1^high^). Interestingly, CD44 was expressed at high levels in cell lines derived from osteosarcomas (CAL-72, SAOS-2, and U2OS), a chondrosarcoma (CAL-78), and a fibrosarcoma (HT1080) at mRNA and protein levels. To further evaluate if CD44 is highly expressed in sarcomas other than Ewing sarcoma, we examined the expression dataset publicly available in the DEPMAP portal (https://depmap.org/portal/; accessed 15 December 2022). This dataset confirmed the elevated expression of CD44 in other sarcoma subgroups (osteosarcoma, rhabdomyosarcoma, chondrosarcoma, leiomyosarcoma, synovial sarcoma, fibrosarcoma, and liposarcoma) compared to Ewing sarcoma cell lines (Figure S2). 

### 2.2. CD44s Expression Reduces Cell Proliferation without Impairing Clonogenicity

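In the RNAseq data, CD44 expression was 4.58, 6.09 and 8.51 FPKM in EWSR1::FLI1 high replicates 1, 2 and 3, and 28.6, 117 and 96.6 FPKM in EWSR1::FLI1 low replicates 1, 2 and 3. The means were 6.39 ± 1.98 FPKM (SD, n = 3) and 80.8 ± 46.4 FPKM (SD, n = 3), a ratio of 12.6. Between 321 and 10052 reads per library lay on the gene, and 3 reads would correspond to between 0.0288 and 0.058 FPKM, so CD44 was detected in all 6 libraries. The log2 fold change was 3.28 (standard error 0.47, adjusted p = 0.00207, limma). With the replicate number as a block, the adjusted p was 0.000315. Each EWSR1::FLI1 low library was above each EWSR1::FLI1 high library (exact permutation test of the 6 FPKM values, two-sided, p = 0.1, the smallest p that 3 samples against 3 allow). In EWSR1::FLI1 low replicate 1, CD44 was lower than in the other replicates of that condition, at 0.267 of their mean. The log2 fold change stayed between 2.90 and 3.90 in the 6 fits that each left out 1 library, and in 2 of these fits the adjusted p rose above 0.01, to at most 0.0144. The authors' deposited table gives a log2 fold change of 3.08 with a standard error of 0.52 and an adjusted p of 8.25e-08 for CD44. From its data, which besides RNAseq include RT-qPCR, western blot and immunostaining, the paper reports that CD44 was higher upon EWSR1::FLI1 knockdown. From this the paper reasons that cells of the EWSR1::FLI1 low phenotype express CD44.

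**Figure D3:**
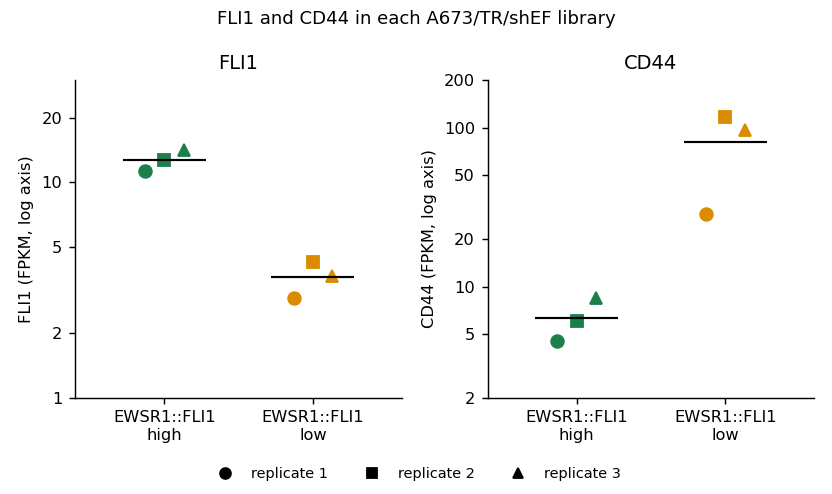
FPKM of FLI1 (left) and CD44 (right) in each of the 6 A673/TR/shEF libraries, on logarithmic vertical axes, by condition. Symbols stand for replicates 1 to 3 and horizontal lines for group means. FLI1 was lowest, at 2.91 FPKM, in EWSR1::FLI1 low replicate 1, where CD44 was also the lowest of the EWSR1::FLI1 low libraries, at 28.6 FPKM. In this library FLI1 was at 0.729 of the mean of the other EWSR1::FLI1 low replicates, and expressed genes had a median ratio of 0.707. The lowest FLI1 value therefore does not tell a stronger knockdown from an equal one.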

Our data indicate that CD44 expression was upregulated upon EWSR1::FLI1 knockdown, and thus it is expressed in the EWSR1::FLI1^low^ phenotype of Ewing sarcoma cells. Moreover, CD44 seems to play a crucial role in the regulation of cell migration and invasiveness, and it has been shown to be a prognostic marker in several tumors [12,14,16,22,23,24,25]. Hence, we considered studying the role of CD44 as a potential driver for Ewing sarcoma progression and aggressiveness.

To evaluate this hypothesis, we engineered three Ewing sarcoma cell lines with a CD44s expression regulation system (that is, doxycycline-inducible), as it was the isoform preferentially overexpressed in the EWSR1::FLI1^low^ phenotype (Figure S1A,B). Ewing sarcoma cell lines selected for these experiments were representative of the most frequent gene fusions observed in Ewing sarcoma, that is, A673 (EWSR1::FLI1 type 1 fusion, EWSR1 exon 7-FLI1 exon 6), MHH-ES1 (EWSR1::FLI1 type 2 fusion, EWSR1 exon 7-FLI1 exon 5), and CADO-ES1 (EWS::ERG fusion, EWS exon 7-ERG exon 8).

Figure 3 shows the molecular characterization of the cell lines generated. Once stable cell populations were obtained, the upregulation of CD44s upon doxycycline stimulation was molecularly confirmed by RT-qPCR (Figure 3A) and western blot analysis (Figure 3B). On the western blot, CD44s showed an apparent molecular weight of 80 KDa in all cell lines stimulated with doxycycline, indicating that CD44s was adequately glycosylated. Thus, these cell models properly reproduced the molecular characteristics of the CD44 isoform preferentially observed upon EWSR1::FLI1 knockdown in the A673/TR/shEF cell model (Figure 2B and Figure S1). No changes in the mRNA and protein levels of the chimeric proteins were observed (Figure 3A,B), confirming that the upregulation of CD44s does not affect fusion gene expression. In addition, cell immunostaining (Figure 3C) showed that CD44s was mainly localized at the cell membrane, in a similar way to that observed in A673 EWSR1::FLI1^low^ cells. Once these cell models were characterized, we analyzed the effect of CD44s upregulation on cell proliferation, clonogenic capability, cell migration, and invasive properties in order to determine the possible role of CD44 in Ewing sarcoma tumorigenesis. 

Figure 4A shows the effect of CD44 upregulation on cell proliferation in the three Ewing sarcoma cell lines. CD44s expression increased cell duplication time by 26–57% in the three cell lines tested. Thus, the cell doubling time of A673/TR/CD44s in the absence of doxycycline was 38.7 ± 6.25 h, while it increased to 53.77 ± 11.97 h (mean ± SD, *n* = 6 time points analyzed, *p*-value < 0.05, Student’s *t*-test) in the presence of doxycycline (CD44s overexpression). The MHH-ES1/TR/CD44s cell line showed similar behavior; the cell doubling time increased from 45.1 ± 3.48 h to 56.98 ± 5.37 h when CD44s was overexpressed (*n* = 8 time points analyzed, *p*-value < 0.005). Finally, the cell doubling time increased from 33.02 ± 6.86 to 51.97 ± 7.77 in CADO-ES1/TR/CD44s cells expressing CD44s (*n* = 6 time points analyzed, *p*-value < 0.05). Overall, the upregulation of the CD44s isoform in the three Ewing sarcoma cell lines analyzed significantly reduced the cell proliferation rate (Figure 4A).

Next, we performed a clonogenic assay to determine the effect of CD44s expression on the cell’s capability to survive and progress in low-density cell culture conditions. As shown in Figure 4B, the three cell lines showed a significant reduction (range between 40 and 62%) in the amount of dye released after cell de-staining (*p*-value < 0.001, Student’s *t*-test) (Figure 4B). To determine whether this result was due to a decrease in the colony count rather than a reduction in the total cell number, we performed an analysis of the colonies per field (Figure 4C) and their respective areas (Figure 4D). Interestingly, the de-staining differences observed were not attributed to a reduction in the number of individual colonies (Figure 4C), which were similar between doxycycline-stimulated (CD44s^high^) and non-stimulated cells (CD44s^low^), indicating no impairments in clonogenicity. This effect was rather due to a decrease in the colony area (a consequence of the reduction in the number of cells per colony due to the different proliferation rates) (Figure 4D and Figure S3). Taken together, these results suggest that CD44s is involved in cell proliferation without modifying the clonogenic capability of Ewing sarcoma cell lines.

### 2.3. CD44s and LMW-HA Increase Cell Migration

We then performed cell migration assays to investigate whether CD44s overexpression affects the migration of Ewing sarcoma cells. Migration assays, carried out on transwell semi-porous membranes, showed that CD44s upregulation significantly increased the percentage of migrating cells in A673/TR/CD44s and MHH-ES1/TR/CD44s cell lines compared to the control group (Figure 5A). Cell migration of A673 cells expressing CD44s increased around 60% (*p*-value < 0.001, *n* = 3 experiments, Student’s *t*-test), while in MHH-ES1 cells it increased around 130% (*p*-value < 0.0005, *n* = 3 experiments). These results confirmed the potential influence of CD44s in migration processes, which are associated with greater tumor aggressiveness. However, this effect of CD44s on cell migration was not observed in CADO-ES1 cells, and no significant differences were found among control cells and cells expressing CD44s (Figure 5A). Additionally, this cell line showed the lowest migration capacity upon CD44s overexpression. Indeed, only 2.09 ± 0.462% (mean ± SD, *n* = 3 experiments) of CADO-ES1 cells migrated through a semi-porous membrane, while the percentage of migrating cells was 13.25 ± 1.45% for A673 cells and 11.09 ± 1.63% for MHH-ES1 (Figure 5A). These findings suggest that CD44s could be involved in the regulation of cell migration in some subgroups of Ewing sarcoma but not in others.

To complement these studies, we decided to explore the effect of CD44s upregulation on cell migration in the presence of the glycosaminoglycan hyaluronic acid (HA) (Figure 5B). HA is the major ligand of CD44, and, remarkably, the CD44s isoform contains exclusively the extracellular domain that interacts with this molecule. We studied the effect of two different types of HA defined by their molecular weight, which in turn reflects the length of the disaccharide chain: high molecular weight HA (HMW-HA, > 500 kDa) and low molecular weight HA (LMW-HA, < 50 kDa). 

Transwell membranes coated with HMW-HA reduced the percentage of migrating cells by 41–64% in A673/TR/CD44s (*p*-value < 0.001, *n* = 3 experiments, Student’s *t*-test), 84–92% in MHH-ES1/TR/CD44s (*p*-value < 0.001, *n* = 3 experiments), and 50–56% in CADO-ES1/TR/CD44s (*p*-value not significant, *n* = 3 experiments) (Figure 5B). This effect was observed in both unstimulated cells (CD44s^low^) and doxycycline-stimulated cells (CD44s^high^). Thus, HMW-HA not only blocked the positive effect of CD44s upregulation on cell migration observed in A673 and MHH-ES1 cells but even reduced basal levels of cell migration. The fact that HMW-HA was also able to reduce migration in cells without CD44s expression suggests that its negative effect on cell migration was independent of CD44s expression. By contrast, LMW-HA significantly increased the percentage of migrating cells in A673 and MHH-ES1 cells expressing CD44s when compared to uncoated membranes. Interestingly, this effect was only observed in cells expressing CD44s but not in basal conditions (CD44s^low^), suggesting that the effect of LMW-HA on cell migration was specific and dependent on CD44s expression (*p*-value< 0.05, *n* = 3 experiments) (Figure 5B). Again, the behavior of CADO-ES1 was different from that observed in A673 and MHH-ES1 cells. Therefore, LMW-HA did not affect cell migration regardless of whether CD44s was expressed in the CADO-ES1 cell line. 

Overall, CD44s overexpression increased cell migration in two of the Ewing sarcoma cell lines tested (A673 and MHH-ES1). More interestingly, HMW-HA and LMW-HA modulated cell migration in two distinctly opposite ways. HMW-HA reduced basal cell migration in a CD44s-independent way, while LMW-HA increased cell migration only in CD44s-expressing cells.

### 2.4. CD44s Expression Increases Cell Invasiveness

Finally, we aimed to elucidate the role of CD44s overexpression on cell invasion by performing matrigel invasion assays and three-dimensional cell culture assays (tumor spheroids).

To study the effect of CD44s expression on the ability of cells to degrade and migrate through a well-structured extracellular matrix, cells were plated onto matrigel-pretreated semi-porous membranes and allowed to migrate through matrigel for 24 h. As shown in Figure 6A, no significant differences among the control (CD44s^low^) and doxycycline-treated groups (CD44s^high^) were observed in any of the Ewing sarcoma cell lines tested. Since cell invasion was assayed for a period of 24 h in these experiments, we considered the possibility that more time was necessary to detect significant effects. Therefore, we carried out long-term experiments using three-dimensional tumor spheroids embedded in a collagen matrix.

A673, MHH-ES1, or CADO-ES1/TR/CD44s cells were resuspended in small droplets of culture medium, and tumor spheroids were generated by a gravity-mediated aggregation method. Once cell aggregation was achieved, tumor spheroids were embedded in a collagen type I matrix for 3 days and subsequently monitored for 6–7 days by light microscopy to determine the cell invasiveness of the surrounding matrix. To quantify the area invaded by the cells, two regions called “core” and “invasion area”, were defined, and their areas were quantified from the images obtained from each individual spheroid (Figure 6B). The “core” was defined as the region delimited by the major mass of compacted cells. This nucleus contains cells that are actively proliferating. The “invasion area” was defined as the surface invaded by the cells that colonize the surrounding matrix by degrading and infiltrating the collagen matrix. After 144 hours, core areas were smaller in doxycycline-treated cells (CD44s^high^) compared to untreated cells (CD44s^low^) in the three Ewing sarcoma cell lines analyzed (Figure 6C). This finding indicates that CD44s^high^ cells proliferate at a slower rate, in accordance with the previous results. By contrast, the invasion area of A673 and MHH-ES1 cells expressing CD44s (CD44s^high^) significantly increased compared to CD44s^low^ spheroids (Figure 6D). CADO-ES1 spheroids did not show significant differences between CD44s^high^ and CD44s^low^ according to the cell migration results described above. As expected, this cell line showed the lowest invasiveness of the three Ewing sarcoma cell lines studied.

Based on these results, CD44s expression increases the invasiveness of some Ewing sarcoma cell lines. Altogether, CD44s expression is able to increase cell migration and invasiveness of Ewing sarcoma cells, which may in turn contribute to the malignant phenotype of these tumors. Our findings suggest that CD44s could be a relevant gene in the Ewing sarcoma EWSR1::FLI1^low^ phenotype, contributing to the migratory and invasive features that characterize this phenotype.

## 3. Discussion

Ewing sarcomas are molecularly characterized by pathognomonic chromosomal translocations that result in the production of chimeric transcription factors [1]. Recently, it has been proposed that fusion protein levels can fluctuate in individual tumor cells, generating specific genetic profiles that are associated with EWSR1::FLI1 high and low levels and that in turn are associated with different cell behaviors [4,5]. In this work, we have focused on the gene expression profile expressed in the EWSR1::FLI1^low^ phenotype in order to identify genes that could contribute functionally to the cell migration and invasion phenotype characteristic of EWSR1::FLI1^low^ cells.

By using the extensively studied A673/TR/shEF cell line [8], we showed that CD44 was dramatically upregulated upon EWSR1::FLI1 downregulation (that is, in the EWSR1::FLI1^low^ phenotype), suggesting that CD44 is repressed by EWSR1::FLI1 in EWSR1::FLI1^high^ Ewing sarcoma cells. 

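Of the 15504 genes tested in the RNAseq data, 54 had a larger increase than CD44 on the log2(FPKM + 1) scale. By adjusted p (limma), CD44 held position 107 among the 126 genes higher upon knockdown. By the adjusted p of the authors' deposited table, CD44 held position 223 among higher genes with a log2 fold change over 2.5. Among tested genes, 50.4% had a lower mean FPKM than CD44 in the EWSR1::FLI1 high libraries, where 321, 324 and 440 reads were counted on CD44 in replicates 1, 2 and 3.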

According to this, CD44 expression levels were undetectable in all Ewing sarcoma cells analyzed but were moderately or highly expressed in a variety of sarcoma cells from other origins, suggesting that repression of CD44 expression in EWSR1::FLI1^high^ Ewing sarcoma cells is a common feature of this tumor. The mechanism potentially involved in the negative regulation of CD44 expression in Ewing sarcoma under these conditions remains unknown, but it clearly correlates with the expression levels of EWSR1::FLI1 protein. 

CD44 is a well-established pro-metastatic gene in several malignancies [13,14,16,24], including some sarcomas [14,26,27,28,29,30]. The available data suggest that CD44 plays a relevant role in the regulation of cell migration/cell invasion processes associated with tumor malignancy. Interestingly, the role of CD44 in Ewing sarcoma has been superficially explored. Only one study on Ewing sarcoma was performed by Paulis et al. [20], focusing on two different Ewing sarcoma cell lines: EW7 and SIM/EW27. The EW7 cell line, which is more aggressive, presented higher levels of CD44 in the expression array compared to the less aggressive SIM/EW27 cell line. The in vitro results showed that high levels of CD44 in the EW7 cell line were related to increased vasculogenic mimicry (the ability to transdifferentiate into cells with endothelial features and thus form vasculogenic networks) and a faster and more efficient adherence to immobilized HA. The CD44 isoform characterization performed on these cells showed that there were significant differences in most isoforms expressed among the two cell lines (including CD44s). Alternatively, knockdown experiments of CD44 in these cell lines demonstrated that its expression is necessary for vasculogenic network formation and cell migration.

In our study, in order to identify the isoforms preferentially upregulated upon EWSR1::FLI1 knockdown in Ewing sarcoma A673 cells (that is, in the EWSR1::FLI1^low^ phenotype), we analyzed in detail our RNAseq dataset. Thus, we could determine that the isoform preferentially upregulated upon EWSR1::FLI1 knockdown was the denominated CD44 standard isoform (CD44s) (Figure S1A,B). Interestingly, this isoform retains the domain that binds to HA but lacks the regions involved in the interaction of CD44 with other extracellular proteins such as proteoglycans, collagen, osteopontin, collagen, or fibronectin. 

We generated three Ewing sarcoma cell lines (A673/TR/CD44s, MHH-ES1/TR/CD44s, and CADO-ES1/TR/CD44s) to study the functional role of CD44 in Ewing sarcoma. In these cell models, CD44s expression was tightly controlled by a doxycycline-inducible expression system. Although the CD44s isoform has a theoretical molecular weight of 39.41 kDa (Uniprot ID: P16070-12), we observed that in the three cell lines it migrated up to 80–95 kDa on a western blot, which is consistent with extensive glycosylation as previously described [21,22].

CD44s upregulation also reduced cell proliferation in the three Ewing sarcoma cells analyzed but did not impair their clonogenic capability. In the absence of CD44s, colonies were thicker, while colonies overexpressing CD44s presented less cell density (Figure S3). Interestingly, the negative effect of CD44s on cell proliferation was observed even in the presence of EWSR1::FLI1 (Figure 3A,B), suggesting that CD44s expression has a remarkable effect on the phenotype of these cells.

Using transwell migration assays, we determined that CD44s expression increased cell migration in A673 and MHH-ES1 Ewing sarcoma cell lines but not in CADO-ES1 (Figure 5A). As we mentioned above, the migration implications of tumor cells with high CD44 levels have been broadly studied [13,14,24,31]. For example, it has been shown that CD44 inhibition in the U251 glioblastoma cell line reduced migration and invasion ability in transwell assays, while its re-expression re-established the high migratory and invasive phenotype [32]. Similar results have been obtained in breast cancer (MDA-MB-231) and osteosarcoma (MG-63 and U2OS) cell lines; CD44 knockout or CD44 silencing in these cell lines (which express high CD44 levels on basal conditions) drastically reduced the migration and invasion rate compared with wild-type cells [25,33]. Consistently, we proposed that CD44s could play a relevant role in the regulation of cell migration in some Ewing sarcoma cell lines. 

As CD44s maintains the extracellular regions necessary to interact with the extracellular component HA, we analyzed how HA affected CD44-induced cell migration (Figure 5B). Interestingly, we observed different effects on cell migration depending on the range of HA molecular weight. The effect of HMW-HA blocking cell migration suggests that HMW-HA blocks cell migration in a dual mechanism, one independent of CD44 and the other probably CD44-dependent due to the more drastic reduction in CD44^high^ cells. Research focused on CD44 in other malignancies has elucidated several mechanisms through which this migration inhibition is fulfilled: (i) HMW-HA decreases the permeability of extracellular matrix (ECM) by strengthening cell-cell junctions, thus preventing invasion (CD44-independent mechanism) [34,35]. (ii) HMW-HA blocks cell migration by enhancing the co-association between NF2 (also known as Merlin protein) and CD44, which activates the tumor suppressor properties of CD44 (CD44-dependent mechanism) [35,36]. (iii) CD44-HA binding for HMW-HA species (over 262 kDa) was determined to be irreversible and to reduce cell surface CD44 clustering, producing impairments in adhesion and signaling processes (CD44-dependent mechanism) [37,38], thus demonstrating a potential anti-metastatic effect. 

By contrast, LMW-HA increases cell migration in A673 and MHH-ES1 cells expressing CD44s but not in control cells that do not express CD44. As above, this effect was not observed in CADO-ES1 cells. Several studies have reported that LMW-HA increases tumor cell migration and invasiveness [35,39]. Koyama et al. demonstrated that cell migration stimulated by LMW-HA is often associated with an epithelial-mesenchymal transition (EMT) mediated by CD44s [40]. In consequence, the microenvironment providing HA could increase or diminish the effect of the axis HA-CD44s, modulating cell plasticity and EMT processes. The major niche where Ewing sarcoma arises is the bone marrow environment [1], which is composed of both stromal and hematopoietic cells. These cells are known to produce abundant HA that regulates cell proliferation/differentiation/survival/migration processes [41,42,43]. Subsequently, we suggest that the microenvironment generating hyaluronan molecules could modulate the Ewing sarcoma cells’ aggressiveness through their interaction with the HA-CD44s axis. This relevant finding has implications for complex biological systems. In neuroblastoma xenograft mouse models, it has been demonstrated that HA, predominantly detected in the periarteriolar space in mouse lungs, co-localized with CD44s-overexpressing cells [44,45,46]. Therefore, the organ tropism to the lungs and the location of the highly expressive CD44s metastatic cells should be further studied in animal models because of the potential influence of HA-CD44s in other migration/metastasis processes such as the homing of the invasive cells.

We have also shown that CD44s expression increases cell invasion in A673 and MHH-ES1 cells using a 3D-based cell culture model (Figure 6D). This experimental approach integrates features of the in vivo tumor behavior and microenvironment, providing advantages compared to the classical 2D-based models [47]. Thus, this methodology allowed us to mimic the characteristics of the tumor mass and the presence of the extracellular matrix components. Our results in A673 and MHH-ES1 cell lines support the influence of CD44 in the invasion ability previously described in other malignancies. For example, positive CD44 head and neck squamous cell carcinoma spheroids showed an increase of 340–750% in invasion compared with negative CD44, which additionally showed resistance to radiotherapy [48].

Our findings support the sequential process underlying the initiation of the pro-migratory/invasive phenotype in EWSR1::FLI1^low^ cells. This process involves upregulation of CD44 expression due to the reduction in EWSR1::FLI1 levels. CD44, which interacts with hyaluronic acid (HA), commonly found in connective tissue and bone marrow, could activate the CD44-HA axis in Ewing sarcoma cells. This axis plays a crucial role in ECM degradation processes mediated by metalloproteases, as well as in cell migration and invasion [35,39]. The interaction between CD44 and HA has been shown to trigger cytoskeletal remodeling and cell signaling changes in the tumor cell, promoting epithelial-mesenchymal transition mechanisms (EMT) [49,50]. These mechanisms enable cells to colonize adjacent or distant tissues. 

CD44 overexpression in the EWSR1::FLI1^low^ cell population could thus participate in a complex network of mechanisms necessary to manifest the aggressive phenotype observed in these cells. 

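Genes that Figure 1B names beside CD44 were examined in the same libraries. COL1A2 (ENSG00000164692, chromosome 7, 94024207 to 94060539, plus strand, GRCh37) increased from 1.31 ± 0.48 FPKM in EWSR1::FLI1 high cells to 36.4 ± 12.1 FPKM in EWSR1::FLI1 low cells (SD, n = 3 in each group), a log2 fold change of 3.99 (adjusted p = 5.03e-05, limma). HGF (ENSG00000019991, chromosome 7, 81328326 to 81399754, minus strand) increased from 0.534 ± 0.0778 to 4.21 ± 1.21 FPKM (SD, n = 3), with a log2 fold change of 1.74 (adjusted p = 0.000622, limma) that was below the limit of 2.5 at a pseudocount of 1 and was 2.73 at a pseudocount of 0.1. VEGFC (ENSG00000150630, chromosome 4, 177604689 to 177714076, minus strand) was at 0.319, 0.30 and 0.68 FPKM in EWSR1::FLI1 high replicates 1, 2 and 3 and at 0.70, 16.1 and 7.83 FPKM in EWSR1::FLI1 low replicates 1, 2 and 3. Its log2 fold change of 2.16 was not significant (standard error 0.68, adjusted p = 0.0563, limma), nor was it with the replicate block (adjusted p = 0.0186, above the limit of 0.01). Without EWSR1::FLI1 low replicate 1, it was 3.11 with an adjusted p of 0.000347, and over all alternatives the adjusted p reached 0.157.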

In this sense, the analysis of the expression pattern in the A673/TR/shEF cells revealed the upregulation of several genes associated with pro-metastatic phenotypes (Table S1). Notably, significant upregulation was observed in several metalloprotease genes, including MMP2, MMP10, and MMP13. These results are particularly relevant as metalloproteinases have been described as participating cooperatively with CD44 in the degradation of the ECM components. This finding would support an additive or synergetic activity of the CD44-metalloprotease-ECM degradation axis, constituting a promising target for therapeutical approaches [14].

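The deposited values list 24 genes with the symbol MMP and a number, of which 15 passed the filter on mean FPKM. In EWSR1::FLI1 low cells 14 of these were higher and 1, MMP17, was lower by a log2 fold change of -0.04 that became 0.01 with median-ratio scaling and -0.22 with quantile normalization, and 6 had an adjusted p under 0.01, both over all genes tested and over the list alone. MMP2 (ENSG00000087245, chromosome 16, 55423612 to 55540603, plus strand, GRCh37) increased from 4.73 ± 0.784 to 29.8 ± 3.75 FPKM (SD, n = 3 in each group), a log2 fold change of 2.43 (standard error 0.19, adjusted p = 0.000112, limma). MMP10 (ENSG00000166670, chromosome 11, 102641233 to 102651359, minus strand) increased from 5.35 ± 2.44 to 99.2 ± 90.4 FPKM (SD, n = 3), a log2 fold change of 3.62 (standard error 0.59, adjusted p = 0.00386, limma). The adjusted p of MMP10 exceeded 0.01 in 4 of the 6 fits that each left out 1 library and without a filter on low values, and was at most 0.0223. MMP13 (ENSG00000137745, chromosome 11, 102813724 to 102826461, minus strand) increased from 0.891 ± 0.159 to 14.4 ± 8.52 FPKM (SD, n = 3), a log2 fold change of 2.89 (standard error 0.33, adjusted p = 0.000672, limma). Of the 14 genes, MMP3, MMP9 and MMP12 were each lower in 1 of the 6 fits that each left out 1 library. The other genes with an adjusted p under 0.01 were MMP14, MMP16 and MMP11, with log2 fold changes of 2.09, 1.12 and 1.04. Without a filter on low values and in some of the fits that left out 1 library, the adjusted p (limma) of MMP16 and MMP11 also exceeded 0.01, and it was at most 0.0243 for MMP16 and 0.036 for MMP11, which exceeded 0.01 with quantile normalization too. MMP1 had the highest expression of the family, at 471 ± 116 FPKM in EWSR1::FLI1 high cells and 966 ± 593 FPKM in EWSR1::FLI1 low cells (SD, n = 3), and did not differ significantly between the groups (log2 fold change 0.78, adjusted p = 0.319, limma; 0.0729 with the replicate block), except without EWSR1::FLI1 low replicate 1 (log2 fold change 1.48, adjusted p = 0.00237) and with sample quality weights, chosen after seeing the data (log2 fold change 1.52, adjusted p = 0.00212). As a list, the 15 genes were shifted towards higher expression in EWSR1::FLI1 low cells (limma's camera, two-sided, adjusted p = 6e-06 over the 4 lists tested; 1.26e-06 with the replicate block), with a median log2 fold change of 0.78. The list includes MMP2, MMP10 and MMP13, which the paper reports as upregulated in these same libraries, so the test in part restates that result. In the exact set of 10 splits of the libraries, camera gave p = 3e-06 for the real split and p = 1.32e-05 for another.

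**Figure D4:**
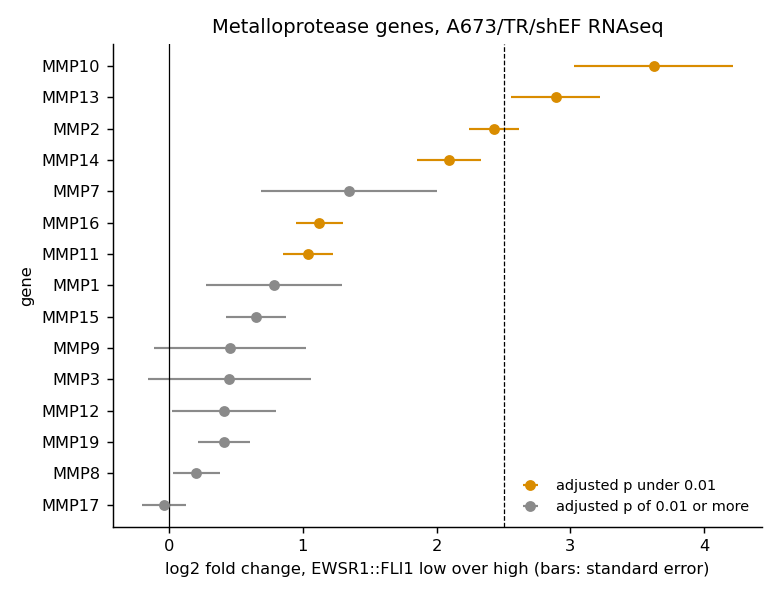
Log2 fold change between EWSR1::FLI1 low and EWSR1::FLI1 high cells (horizontal axis) of the 15 metalloprotease genes tested (vertical axis); bars are standard errors from limma, with 3 libraries per group. Orange marks the 6 genes with an adjusted p under 0.01, and the dashed line marks a log2 fold change of 2.5, which MMP10 and MMP13 exceeded.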

Of the three Ewing sarcoma cell lines tested, CADO-ES1 showed no differences in their capability of cell migration (Figure 5) or invasion (Figure 6), regardless of CD44s expression. One possible explanation for this discrepancy could be that CADO-ES1 was the only cell line with a different chromosomal translocation, which generates the EWSR1::ERG chimeric transcription factor instead of EWSR1::FLI1 (A673 and MHH-ES1 cell lines) [1,51]. Although EWSR1::FLI1 and EWSR1::ERG chimeric proteins have been shown to possess similar transcription activities [52], it is conceivable that there may be differences in their regulatory effects on individual genes. This chimeric protein would define a specific genetic and expression profile or pattern that determines the cell line’s behavior. Interestingly, this cell line has been reported to differentiate spontaneously into neural and mesenchymal cell lineages [53,54,55], and it can acquire chondro-phenotype characteristics in vivo [56]. These findings indicate that CADO-ES1 may have some specific characteristics that make it unique among Ewing sarcoma cell lines. We suggest that these features could determine the different responses observed in CADO-ES1 in relation to CD44 expression. 

While our study has provided valuable insights into the functional implications of CD44 in the context of Ewing sarcoma, it is important to acknowledge the inherent limitations associated with the in vitro models. Therefore, further investigations using more complex systems, such as animal models or patient-derived samples, are required to validate and expand upon these findings. 

To our knowledge, this is the first time CD44s has been reported as a potential driver of cell migration and invasion in Ewing sarcoma. Furthermore, elucidating the specific mechanistic pathway underlying CD44-mediated effects on migration, extracellular matrix degradation, and EMT is essential for identifying potential translational opportunities and therapeutic targets (such as antibodies, HA-oligomers, and aptamers, among others). This could elucidate how CD44s is interconnected with the rest of the elements in a complex cell and genetic profile, determined by the fluctuant levels of the chimeric proteins.

## 4. Materials and Methods

### 4.1. Cell Lines

A673/TR/shEF cells, which express a specific shRNA inducible by doxycycline directed against EWSR1::FLI1 mRNA, have been previously described in detail [8]. A673/TR/shEF cells were maintained in DMEM supplemented with 10% tetracycline-free FBS (Capricorn Scientific, Ebsdorfergrund, Germany), 50 U/mL penicillin, 100 μg/mL zeocin, and 5 μg/mL blasticidin. A673/TR/shEF cells were stimulated with doxycycline (1 µg/mL) (Formedium, Norfolk, UK) to induce the expression of EWSR1::FLI1-specific shRNA. A673 (ATTC; CRL-1598), HT1080 (ATTC; CCL-121), U2-OS (DSMZ; ACC 832), and SAOS-2 (DSMZ; ACC 243) cell lines were cultivated in DMEM. The SK-N-MC (ATCC; HTB-10) cell line was maintained in DMEM supplemented with 1× MEM non-essential amino acids. CADO-ES-1 (DSMZ; ACC 255), MHH-ES-1 (DSMZ; ACC 167), A4573 (RRID: CVCL_6245), and CAL-78 (DSMZ; ACC 449) cell lines were maintained in RPMI 1640 medium. TC-71 (DSMZ; ACC 516) was cultured in IMDM and SK-ES-1 in McCoy’s medium. The CAL-72 (DSMZ; ACC 439) cell line was maintained in DMEM supplemented with 1× insulin transferrin sodium selenite (Merck Life Science). All media were supplemented with 10–20% FBS and penicillin and streptomycin. All cells were periodically tested for mycoplasma contamination (Mycoalert mycoplasma detection kit, #LT07-318, Lonza, Basel, Switzerland) and authenticated by STR profiling at the Genomic Facility at the Biomedical Research Institute (IIB-CSIC, Madrid, Spain).

### 4.2. Establishment of Ewing Sarcoma Cell Lines Expressing the Doxycycline-Inducible CD44s Protein

Ewing sarcoma cell lines A673, MMH-ES-1, and CADO-ES1 were infected with lentiviruses containing the pLenti6/TR expression plasmid (Invitrogen, Waltham, MA, USA) to establish stable cell lines constitutively expressing the tetracycline repressor (TR). One clone for each cell line expressing the highest levels of tetracycline repressor, as assayed by western blot (designed A673/TR, CADO-ES1/TR, and MHH-ES-1/TR), was chosen for the next steps. cDNA corresponding to the CD44s isoform (CCDS31457.1; transcript ID: ENST00000263398.11; Uniprot: P16070-12) was obtained by RT-PCR using total mRNA from A673/TR/shEF stimulated with doxycycline and the following oligonucleotides: CD44s-F (forward) 5′-GGGGTCGACTCCGGACACCATGGACAAGT-3′ and CD44s-R (reverse) 5′-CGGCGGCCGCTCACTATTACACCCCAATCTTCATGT-3′. The amplified fragment was digested with SalI ad NotI, cloned into the pENTR2B plasmid, and transferred by recombination to the lentiviral doxycycline-inducible plasmid pLenti4/TO/V5-DEST. 

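The oligonucleotides were located in the CD44s transcript of the GENCODE annotation of GRCh37. Of the 29 bases of the forward oligonucleotide, the 21 bases at the 3′ end, CTCCGGACACCATGGACAAGT, match exon 1 on the plus strand of chromosome 11 from 35160840 to 35160860 and cover the start codon. Of the 36 bases of the reverse oligonucleotide, the 20 bases at the 3′ end, TTACACCCCAATCTTCATGT, are the reverse complement of exon 9 from 35250861 to 35250880 and cover the stop codon. The SalI site GTCGAC starts at base 4 of the forward oligonucleotide, and its last base is also the first of the matched bases. The NotI site GCGGCCGC starts at base 3 of the reverse oligonucleotide. The matched ends delimit 1097 bases of the transcript, in which the SalI site occurs 0 times and the NotI site 0 times.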

Lentiviral vectors containing the CD44s cDNA were generated with the ViraPower™ Lentiviral Packaging Mix (Thermo Fisher Scientific, Waltham, MA, USA). Subsequently, A673/TR, MHH-ES-1/TR, and CADO-ES1/TR cells were infected with lentiviral supernatant, maintained in standard culture conditions for 24 h to allow recovery, and then selected with zeocin (100 µg/mL). Stable clones were checked for CD44s expression by RT-qPCR and western blot after 72 h of stimulation with doxycycline (1 µg/mL). Clones showing medium-high levels of protein induction upon doxycycline stimulation were selected for additional studies.

### 4.3. Quantitative RT-PCR (RT-qPCR)

Reverse transcription and quantitative PCR conditions, primers, and TaqMan probe sequences specific for EWSR1::FLI1 and TBP were described elsewhere [8,9]. The TaqMan probe for CD44 (hs01075862_m1) was purchased from Life Technologies (San Diego, CA, USA). A real-time quantitative PCR was performed with SYBR Green to analyze the EWSR1::ERG expression levels in the CADO-ES1 cell line. The primer sequences were the following: EWSR1::ERG-Forward 5′-TCCTACAGCCAAGCTCCAAGTC-3′and EWSR1::ERG-Reverse 5′-TGTTGGGTTTGCTCTTCCGCTC-3′. Reactions were run on a RotorGene 6000 (Qiagen, Hilden, Germany). The cycle threshold (Ct) for each gene and TBP was calculated using the RotorGene software (v. 2.3.1). Relative expression for each gene was calculated as 2^−∆Ct^, where ∆Ct = Ct_gene_ − Ct_TBP_.

### 4.4. Western Blot Analysis and Antibodies

The western blot is described in detail elsewhere [9]. Primary antibodies were as follows: anti-FLI1 rabbit monoclonal antibody (#ab133485), anti-CD44 rabbit monoclonal antibody (#ab157107, against the intracellular domain of CD44), and HRP-anti-α-tubulin antibody (#ab185067), all purchased from Abcam (Cambridge, UK). Mouse anti-rabbit IgG (#sc-2357) horseradish peroxidase-conjugated secondary antibody was purchased from Santa Cruz Biotechnology (Dallas, TX, USA).

### 4.5. Immunofluorescence

A total of 4000–5000 cells were seeded on glass-bottomed 96-well plates. After 24 h, cells were stimulated with doxycycline (1 µg/mL) for 72 h, and then the growth medium was removed and cells were washed in PBS. After that, cells were fixed for 10 min in 4% paraformaldehyde, permeabilized with 0.1% Triton X-100 in PBS, washed with PBS, and incubated overnight at 4 °C with anti-CD44 primary mouse antibody (#ab6124) diluted in PBS supplemented with 5% FBS. Next, cells were washed 4 × 5 min with PBS and incubated for 1 h at room temperature with a secondary anti-mouse antibody conjugated with Alexa Fluor 594 (#ab150116) diluted in PBS supplemented with 5% FBS. Cells were counterstained for 4 min with the nuclear stain 4,6-diamidino-2-phenylindole (DAPI; 0.1–0.2 µg/mL) and washed 4 × 5 min with PBS. Cells were visualized and photographed under a fluorescence microscope (Leica, Wetzlar, Germany).

### 4.6. Cell Proliferation Assay 

Cells were maintained in culture medium supplemented with 10% tetracycline-free FBS, with or without doxycycline (1 μg/mL), for 30–34 days. When cells reached 70–80% confluence, they were trypsinized, counted, and re-plated in a new p100 plate, which was maintained in this way until completion after 30–34 days. The culture medium containing fresh doxycycline was changed every 3 days. The number of population doublings was calculated with the formula: n° of population doublings = log2 (number of cells at the initial time/number of cells at the final time). Cell duplication time was calculated in each cycle of cell seeding–trypsinization as cell doubling time = time elapsed between cycles/n° cell population doubling observed in this period.

### 4.7. Clonogenic Assay 

A673/TR/LUC/CD44s, MMH-ES-1/TR/CD44s, and CADO-ES-1/TR/CD44s cells were plated in triplicate in a 12-multiwell plate at 1 × 10^3^, 5 × 10^3^, or 3 × 10^3^ cells per well. Thereafter, they were treated with or without doxycycline (1 μg/mL) for 9–10 days in complete culture medium. The culture medium containing fresh doxycycline, where appropriate, was changed every 3 days. Finally, colonies were fixed with formaldehyde (8% mass/volume) for 8 min, stained with crystal violet (0.5% aqueous solution) for 2 min, and photographed. Cells were de-stained using 50% ethanol and 0.1 M sodium citrate at pH 5.2. Absorbance was quantified at 540 nm using an Infinite M200 microplate reader (Tecan). Five random fields from each well were analyzed by two independent researchers. Finally, the number of colonies per field was calculated. Colony area analysis has been described elsewhere [57].

### 4.8. Transwell Migration and Invasion Assay

Cells were maintained in culture medium supplemented with 10% tetracycline-free FBS, with or without doxycycline (1 μg/mL), for 48 h. After 48 h of pre-stimulation, a total of 2.5 × 10^5^ Ewing sarcoma cells (A673, MHH-ES-1, and CADO-ES1) or 10^4^ HT1080 cells were seeded on the pretreated (or control non-treated) insert membrane (12-multiwell plates, PET membrane, 8 µm pore; Corning, New York City, NY, USA). Insert membranes were pretreated overnight with matrigel (250 µg/mL; at room temperature; ref: 356234; Corning, NY, USA), high molecular weight hyaluronic acid (HMW-HA, >500 KDa; 2 mg/mL; at 4 °C), and low molecular weight hyaluronic acid (LMW-HA, <50 KDa; 2 mg/mL; at 4 °C). Cells were allowed to migrate for 24 h. Subsequently, the membranes were removed from the insert and gently scraped the upper side with a cotton swab; migrating cells present on the bottom side were fixed with formaldehyde (8% mass/volume) for 8 min, stained with crystal violet (0.5% aqueous solution) for 2 min, washed gently with distilled water 3 × 2 min, and photographed with a Brightfield microscope (Leica, Wetzlar, Germany). Five random fields from each membrane were analyzed by two independent researchers. Finally, the percentage of migration was calculated (number of migrated cells/cells seeded).

### 4.9. Spheroid Invasion Assay

Multicellular spheroids of Ewing sarcoma cell lines were prepared by the hanging droplet method as previously described [58,59]. A total of 5 × 10^3^ cells in a 20-μL droplet of culture medium, supplemented with 10% FBS, were allowed to aggregate by gravity for three days. Afterwards, spheroids were collected and resuspended in collagen I rat tail gel matrix (final concentration 1.5–2 mg/mL; ref: A1048301; Thermo Fisher Scientific, Waltham, MA, USA) onto 12-multiwell plates. Thereafter, spheroids were treated with or without doxycycline (1 μg/mL) for 7 days in complete culture medium. The culture medium containing fresh doxycycline, where appropriate, was changed every 3 days. The spheroids were monitored and photographed at 4× magnification with an EVOS™ Digital Color Fluorescence Microscope (Thermo Fisher Scientific, Waltham, MA, USA). Images were analyzed with ImageJ software (v1.52).

### 4.10. Transcriptomic Analysis (RNAseq)

RNA was extracted using TRI-REAGENT according to the manufacturer’s protocol (Sigma-Aldrich, Saint Louis, MO, USA) and additionally purified using the RNeasy Mini Elute Cleanup Kit (Qiagen). The mRNA library was obtained with the ScriptSeq v2 RNA-seq library preparation kit (Epicentre, Catalogue number ssv21124), and paired-end sequencing (2 × 75 pb) was carried out in a NextSeq 550 (Illumina). The number of genes covered at 30× was 6086. The average percentage of aligned reads to a single location in the reference genome ranged from 70.08% to 70.24%. Data analysis was carried out using RNA-Seq Alignment (BaseSpace Workflow) v1.1.0. Briefly, mapping was performed with STAR v2.5.0, and transcript abundance was performed with Cufflinks v2.2.1, using GRCh37 as the transcriptome reference. Differences in expressed features from quantification tables were calculated with DESeq2 (v1.6.3). Genes whose *p*-value was < 0.01 were considered differentially expressed between two experimental conditions. 

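In the deposited comparison, the authors' table gives an adjusted p for 15329 genes. By the authors' values, 3660 genes have a p-value under 0.01 and 2573 have an adjusted p-value under 0.01. From the FPKM values, 3075 of the genes tested with limma had a p under 0.01 before adjustment for multiple testing.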

RNAseq data have been deposited in NCBI’s Gene Expression Omnibus [60] and are accessible through GEO Series accession number GSE232739 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE232739, updated 22 May 2023).

### 4.11. Pubmed Terms Search

The NCBI eutils tool was used to find citations where each of the differentially expressed genes appeared along with the terms: metastasis, invasion, or migration. A specific Python script was developed in which the search was split into batches to ease computational processing. Metastasis, invasion, and migration terms were searched separately and in combination (by using the search condition: METASTASIS OR INVASION OR MIGRATION). The custom script and command line can be found in this github repository: https://github.com/BU-ISCIII/eutils_search_cd44_paper; updated 26 May 2023.

### 4.12. Statistical Analysis 

For a single comparison of two groups, a two-tailed Student’s *t*-test was used. All statistical calculations were made using the GraphPad Prism statistical software version 8.3.0 (GraphPad Software, San Diego, CA, USA).

## 5. Conclusions

CD44s is upregulated upon EWSR1::FLI1 knockdown in the A673 Ewing sarcoma cells. This transmembrane protein increases cell migration (in A673 and MHH-ES1 cell lines) and reduces cell proliferation in Ewing sarcoma cells (in A673, MHH-ES1, and CADO-ES1 cell lines). Hyaluronic acid, the major CD44 ligand, can interact with CD44s and modulate cell behavior depending on its molecular weight (MW). Thus, while HMW-HA blocks cell migration, LMW-HA increases it in a CD44s-dependent way. In addition, CD44s expression induced invasiveness in tumor spheroids. Nevertheless, further research is needed to determine the underlying mechanisms interconnecting the CD44s-HA axis and its crosstalk with other elements of the EWSR1::FLI1^low^ cell profile.

## Figures and Tables

**Figure 1:**
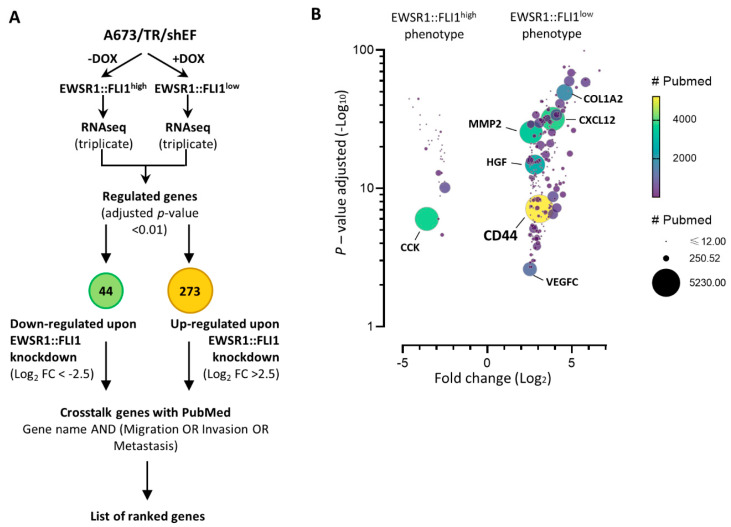
Genes regulated by EWSR1::FLI1 in Ewing sarcoma cell line A673. (**A**) A673/TR/shEF cells were cultured in the absence or presence of doxycycline (DOX, 1 µg/mL, 72 h) and analyzed by RNAseq to identify EWSR1::FLI1-regulated genes. (**B**) Genes regulated by EWSR1::FLI1 were cross-referenced with the PubMed database using the terms invasion, migration, and metastasis. The graph represents the fold change and adjusted *p*-value for each upregulated and downregulated gene and the number of citations for each gene with these terms (which is proportional to the circle areas).

**Figure 2:**
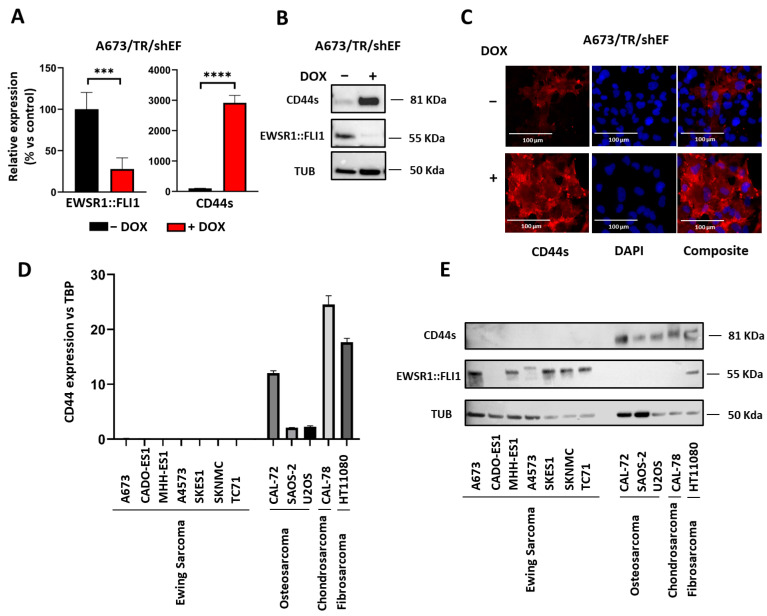
CD44s expression correlates negatively with EWSR1::FLI1 levels in Ewing sarcoma cell line A673 and is not expressed in other Ewing sarcoma cell lines (EWSR1::FLI1^high^ phenotype). (**A**) CD44s mRNA expression (RT-qPCR) in A673/TR/shEF cell cultures in the absence (EWSR1::FLI1^high^) or presence (EWSR1::FLI1^low^) of doxycycline (DOX 1 µg/mL, 72 h). CD44s mRNA levels impressively increased upon EWSR1::FLI1 knockdown (mean ± SD, three experiments performed in triplicate) (*** *p* < 0.001, **** *p* < 0.0001; Student’s *t*-test). (**B**) Western blot analysis confirmed the upregulation of CD44s protein upon EWSR1::FLI1 knockdown. (**C**) A673/TR/shEF cells were cultured in the absence or presence of doxycycline, and CD44s protein was detected by immunofluorescence. CD44s is located in the extracellular membrane, and its expression is notably increased when cells are stimulated with doxycycline (Scale bar: 100 µm). (**D**) CD44s mRNA expression (RT-qPCR) in several Ewing sarcoma, osteosarcoma, chondrosarcoma, and fibrosarcoma cell lines (mean ± SD). (**E**) Western blot analysis of CD44s and EWSR1::FLI1 in several Ewing sarcoma, osteosarcoma, chondrosarcoma, and fibrosarcoma cell lines. CD44s was not detected in any of the Ewing sarcoma cell lines tested, which expressed high levels of the EWSR1::FLI1 protein. By contrast, CD44 was expressed in cell lines derived from other sarcoma types, both at the mRNA (**D**) and protein levels (**E**). CADO-ES1 is an Ewing sarcoma cell line that expresses the chimeric EWSR1::ERG protein instead of EWSR1::FLI1, which is not recognized by the anti-FLI1 antibody used.

**Figure 3:**
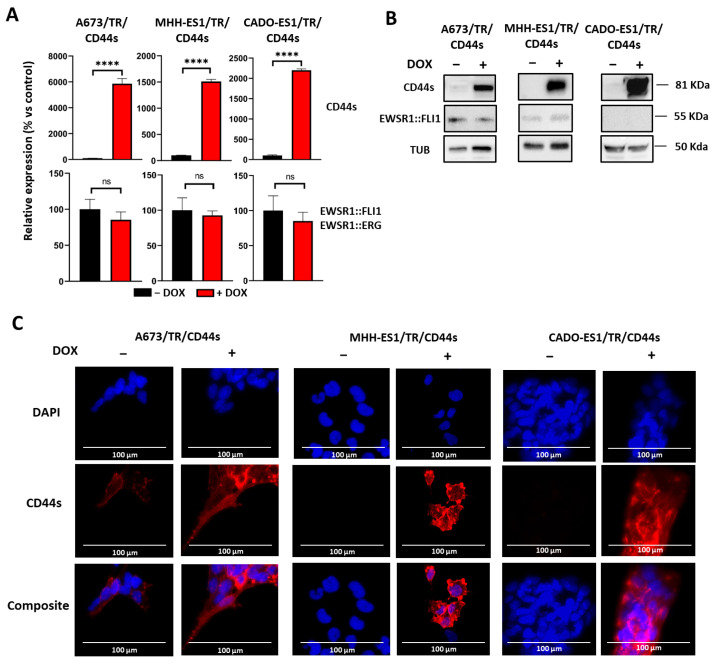
Characterization of Ewing sarcoma cell models generated to study the role of CD44s in Ewing sarcoma. A673, MHH-ES1, and CADO-ES1 Ewing sarcoma cell lines were engineered to express the CD44s isoform through the control of a doxycycline-inducible system. (**A**) mRNA expression levels (RT-qPCR) of CD44s and EWSR1::FLI1 (A673, MHH-ES1) or EWSR1::ERG (CADO-ES1) upon stimulation with doxycycline (DOX, 1 µg/mL, 72 h) (mean ± SD, three experiments performed in triplicate); **** *p* < 0.0001, ns: not significant, Student’s *t*-test. (**B**) Western blot analysis of CD44s and EWSR1::FLI1 in the same cell lines confirms the upregulation of CD44s upon doxycycline stimulation. EWSR1::FLI1 protein levels were not affected by CD44s overexpression. EWSR1::ERG fusion protein is not recognized by the anti-FLI1 antibody used to detect EWSR1::FLI1. (**C**) The three Ewing sarcoma cell lines were cultured in the absence or presence of doxycycline, and CD44 protein was detected by immunofluorescence. CD44s is located in the cell membrane, and its expression is remarkably increased when cells are stimulated with doxycycline (Scale bar: 100 µm).

**Figure 4:**
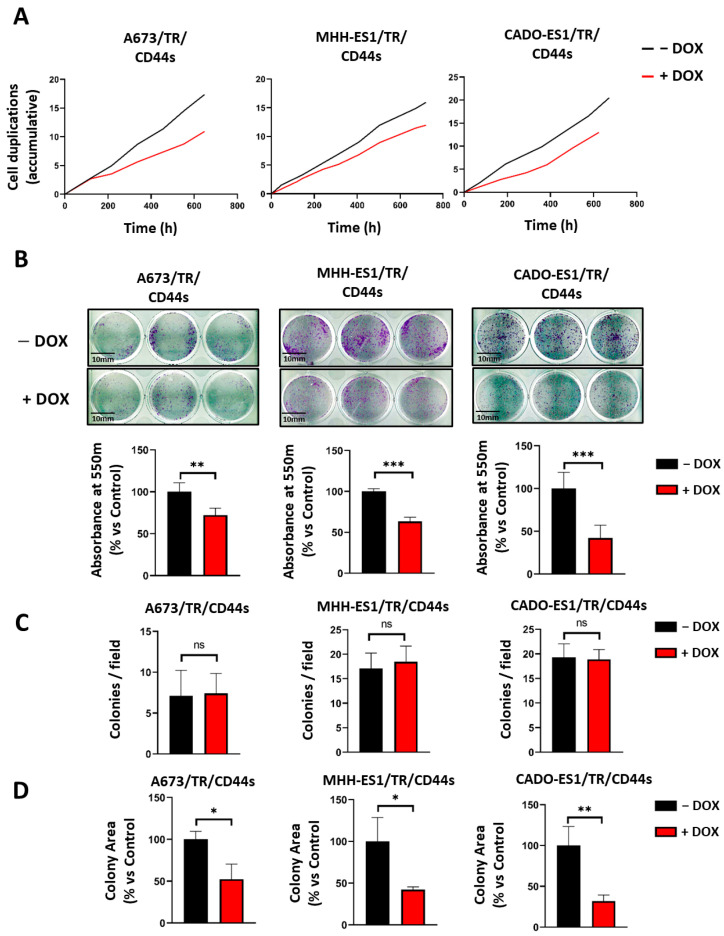
CD44s overexpression reduced Ewing sarcoma cell proliferation but not clonogenic ability. (**A**) Number of cell duplications accumulated over a 30-day period in which cells were cultured in the absence or presence of doxycycline (the graph shows one representative experiment out of two independent experiments performed). CD44s overexpression reduced the duplication time in the three Ewing sarcoma cell lines analyzed. (**B**) Clonogenic assays. CD44s upregulation produced a significant reduction in the number of cells, as quantified by crystal violet de-staining (Scale bar: 10 mm). The graph shows one representative experiment out of three independent experiments performed in triplicate (mean ± SD; ** *p* < 0.01, *** *p* < 0.001, Student’s *t*-test). (**C**) The number of colonies per field was not altered by CD44s upregulation (mean ± SD, ns: not significant, Student’s *t*-test). (**D**) CD44s upregulation decreased colony area quantification (normalized mean ± SD; ns: not significant, * *p* < 0.05, ** *p* < 0.01, Student’s *t*-test).

**Figure 5:**
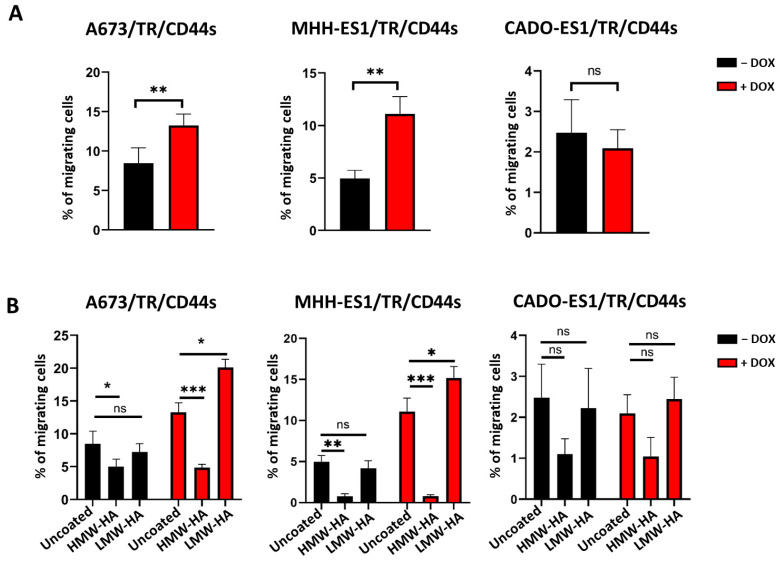
CD44s expression increases cell migration in Ewing sarcoma cell lines. (**A**) Transwell migration assays. Ewing sarcoma cell lines were cultured in the absence or presence of doxycycline to induce CD44s expression, seeded on semi-porous membranes, and the percentage of migrating cells was quantified after 24 h (mean ± SD, three experiments performed in triplicate; ns: not significant, ** *p* < 0.01, Student’s *t*-test). Cell migration was significantly increased in A673/TR/CD44s and MHH-ES1/TR/CD44s cell lines upon CD44s expression. (**B**) Effect of HMW-HA and LMW-HA on cell migration. Cells were seeded on semi-porous membranes uncoated or coated with HMW-HA or LMW-HA, and the percentage of migrating cells was quantified after 24 h. HMW-HA significantly inhibited cell migration of A673, MHH-ES1, and CADO-ES1 cell lines, regardless of whether CD44s was expressed. By contrast, LMW-HA increased cell migration in A673 and MHH-ES1 cells expressing CD44s but not in the CADO-ES1 cell line (mean ± SD, three experiments performed in triplicate; ns: not significant, * *p* < 0.05, ** *p* < 0.01 ***; *p* < 0.001, Student’s *t*-test).

**Figure 6:**
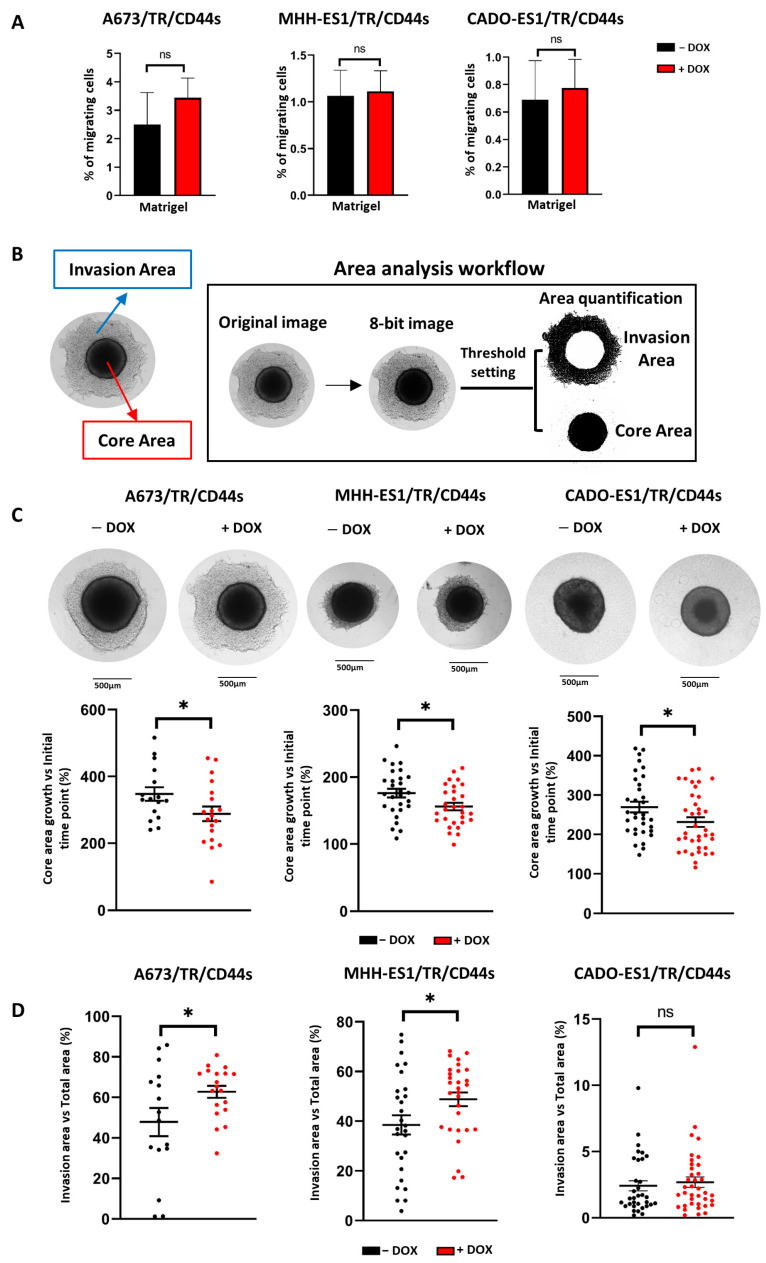
CD44s expression increases cell invasiveness in Ewing sarcoma cells. (**A**) Cell invasion assay. Ewing sarcoma cell lines were cultured in the absence or presence of doxycycline to induce CD44s expression, seeded on semi-porous membranes pre-coated with Matrigel, and the percentage of migrating cells quantified after 24 h (mean ± SD, three experiments performed in triplicate; ns: not significant). Invasion ability was not increased in any of the three Ewing sarcoma cell lines, despite CD44s overexpression. (**B**) Representative illustration of the analysis workflow used to quantify the “core” and “invasion area” of tumor spheroids. See the text for a detailed description. (**C**) Representative images of spheroids of the three Ewing sarcoma cell lines cultured in the absence or presence of doxycycline. Graphs represent the growth of the “core” area at 144 h, calculated as a ratio of the initial “core” area. Each point represents an individual tumor spheroid. (**D**) Quantification of the invasion area. The invasion area was quantified as shown in (**B**) and represented as a percentage of the total area of the spheroid (mean ± SE, ns: not significant, * *p* < 0.05; Student’s *t*-test).

## Data Availability

The datasets generated during the current study are available from the corresponding author on reasonable request. RNAseq data generated in this study have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE232739 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE232739, updated 22 May 2023). Custom scripts and command line have been deposited in https://github.com/BU-ISCIII (22 May 2023).

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms241411774/s1.

# Supplementary material for: CD44 Modulates Cell Migration and Invasion in Ewing Sarcoma Cells
**Source:** Int J Mol Sci. 2023 Jul 21;24(14):11774. doi: 10.3390/ijms241411774
**Supplement:** Supplementary file 1

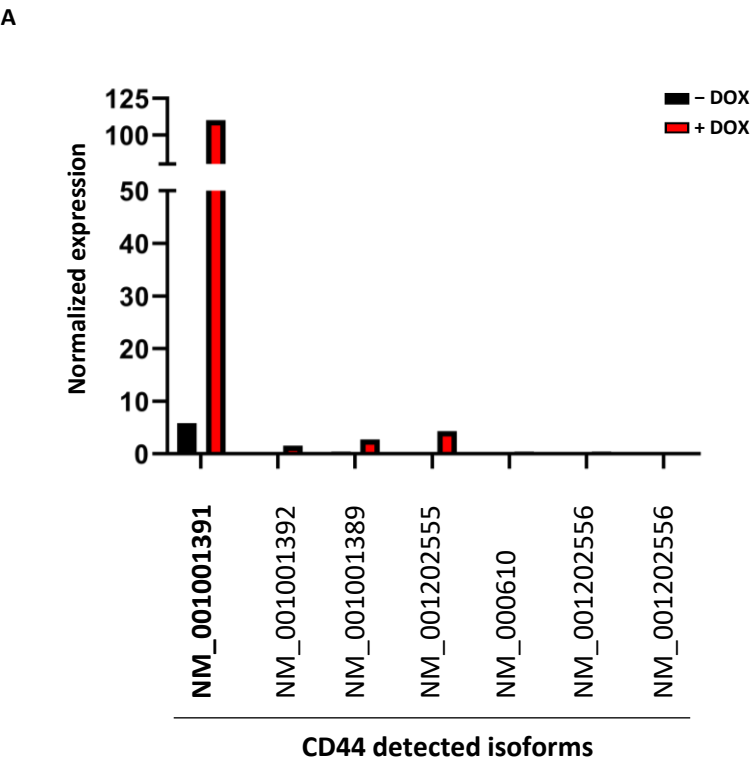

**Figure S1.** (A) Normalized expression of CD44 isoforms in the A673/TR/shEF RNAseq analysis. The most significantly overexpressed isoform, upon EWSR1:FLI1 knockout, was NM\_001001391.

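Figure S1A shows a normalized expression value without and with doxycycline for each CD44 isoform that the paper reports as detected. An isoform value is an estimate wherever transcripts share exons, since only reads on exons or junctions particular to an isoform separate it from the others. The transcript named in the legend is the CD44 standard isoform, CD44s. Isoform values were not used here, and the CD44 values given beside the results are sums over the whole gene.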

B

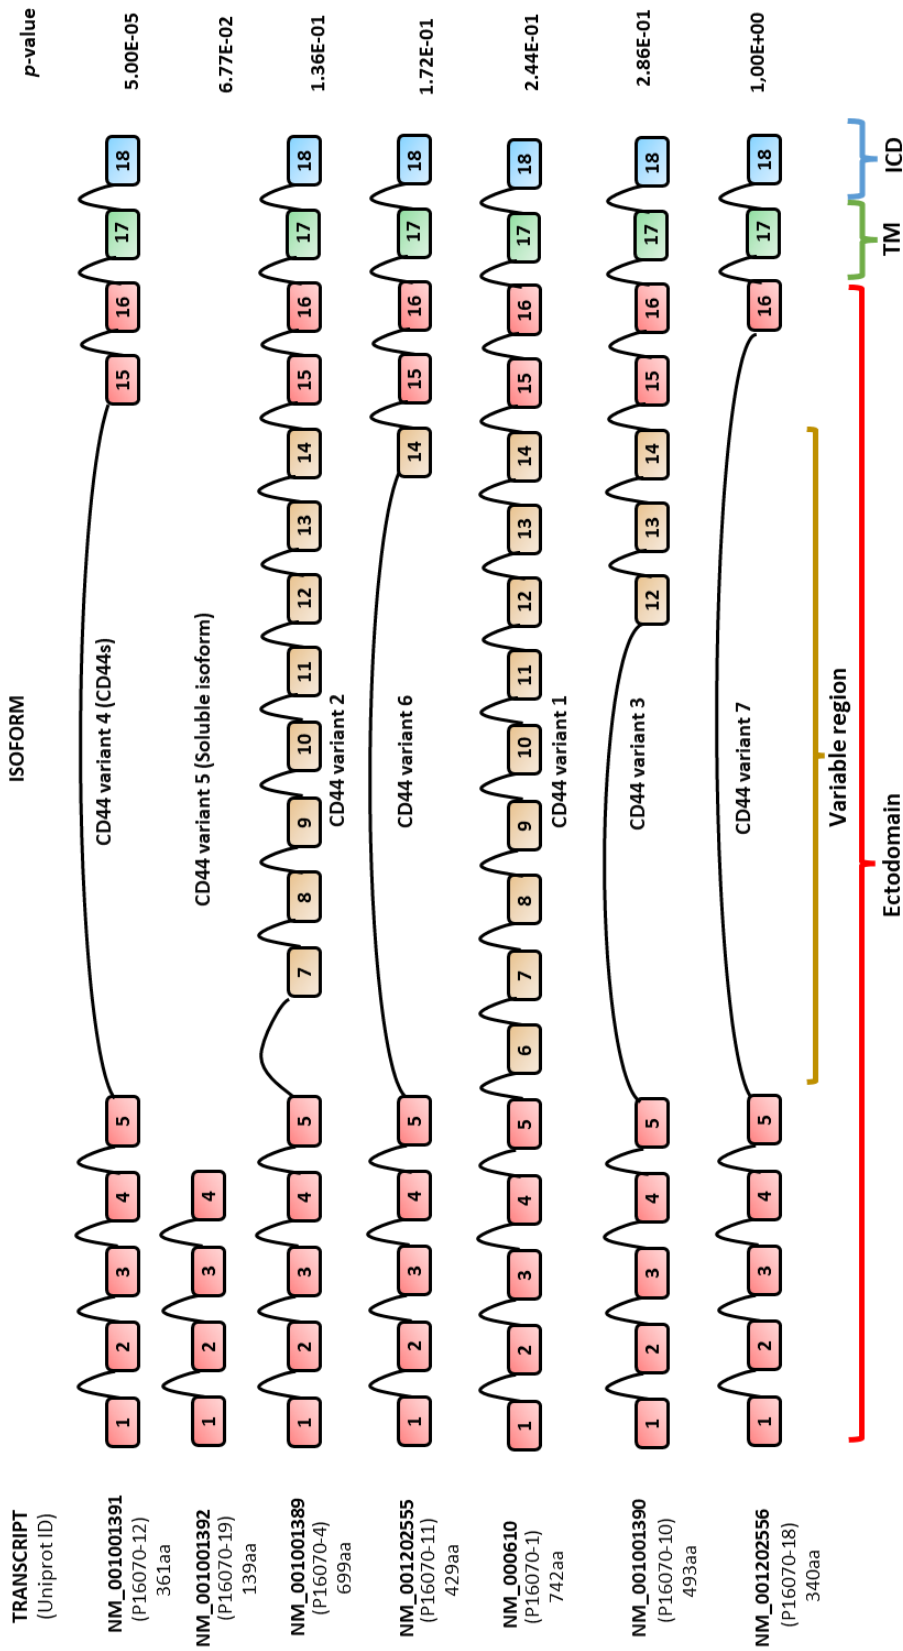

**Figure S1.** (B) Schematic representation of the CD44 isoforms detected in the A673/TR/shEF RNAseq analysis (including p-adjusted value). TM=transmembrane domain; ICD=intracellular domain

## Supplementary Figures Fernández-Tabanera et al.,

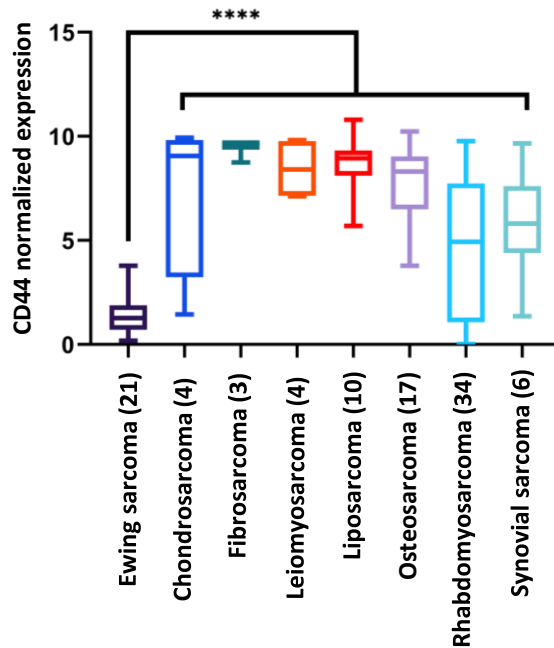

**Figure S2.** CD44 expression in several Ewing sarcoma (21), Chondrosarcoma (4), Fibrosarcoma (3), Leiomyosarcoma (4), Liposarcoma (10), Osteosarcoma (17), Rhabdomyosarcoma (34) and Synovial sarcoma (6) cell lines. Data extracted from DEPMAP portal (<https://depmap.org/portal/>). (median, 95%CI, from min to max value). \*\*\*\*p<0.0001; Student's t-test.

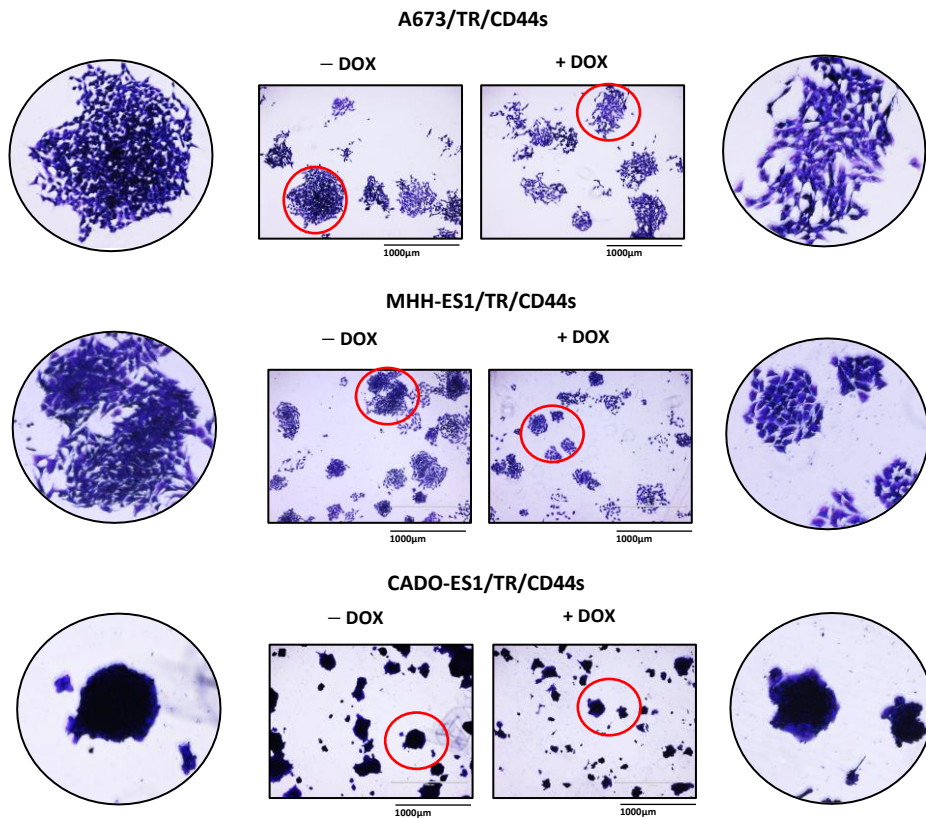

**Figure S3.** Representative images from the clonogenic assay in the three different TR/CD44s Ewing sarcoma cell lines.

How the deposited data were processed for this re-analysis (not part of the article)

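RNAseq of A673/TR/shEF cells was analysed in 6 samples, 3 without doxycycline (EWSR1::FLI1 high) and 3 treated with 1 µg/mL doxycycline for 72 h (EWSR1::FLI1 low). Samples were assigned to conditions and replicate numbers by their labels, which number the samples of each condition 1 to 3. These numbers are also the source of the pairing used in the fit with a replicate block, and the paper's text does not state whether equal numbers were cultured or sequenced together. The deposited description of the design calls the 3 samples of each condition independent clones, while the sample titles number them as experiments. Which of these the replicates are was not settled here.

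The authors aligned the reads to GRCh37 with STAR in the BaseSpace RNA-Seq Alignment workflow, and the paper names Cufflinks for transcript abundance. The authors deposited FPKM values per gene symbol and library, 26364 symbols in all, without pooling replicates. The FPKM values deposited by the authors were already scaled between libraries: multiplied by the ratio of the mean normalized count to the mean FPKM of the gene, they were whole multiples of one value per library (100% of the values above 0, within 0.1 reads), which is what read counts divided by a size factor and by gene length give. The size factors of EWSR1::FLI1 high replicates 1, 2 and 3 were 1.12, 0.853 and 0.829, and those of EWSR1::FLI1 low replicates 1, 2 and 3 were 0.951, 0.877 and 1.67. The authors also deposited a table of their comparison made with DESeq2. In it the authors give a mean signal per gene (the mean of normalized counts over the 6 libraries), a log2 fold change with its standard error, a Wald score, and a p-value with its adjusted value. Since the deposited values per library are FPKM, the reported test was made on FPKM, and recovered reads were tested only in an alternative added later.

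From the FPKM values, genes with a mean FPKM of at least 0.5 were tested with limma (version 3.58.1 in R 4.3.3; lmFit, and eBayes with trend) on log2(FPKM + 1), EWSR1::FLI1 low against EWSR1::FLI1 high, with Benjamini-Hochberg adjustment over the 15504 genes tested. The limits were those of the paper, a log2 fold change over 2.5 or under -2.5 and an adjusted p under 0.01. For 4 gene lists fixed before the data were examined, limma's camera was used with an inter-gene correlation of 0.01. Single values were compared with an exact permutation test. The genes named are those the paper names in connection with the RNAseq, EWSR1::FLI1 or CD44, members of the 4 lists, ESRP1 and ESRP2, and the 5 largest increases and 5 largest decreases among genes with an adjusted p under 0.01 and the same direction in the 3 replicate pairs. Other steps used Python 3.11.15 with pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

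The limma steps were tested on simulated data first. With 200 genes changed by a log2 fold change of 3.5 among genes drawn from the means and spreads of the real libraries, 97.5% of the 200 changed genes were recovered, 1 of the 15304 unchanged genes was called, and the median estimate for the 100 raised genes was 3.49. The changed genes were taken only from genes with a high mean FPKM, and the change was added on the log2(FPKM + 1) scale. The recovery therefore does not cover genes with low FPKM, whose change this scale understates.

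Reads on genes ranged from 6980361 to 16658933 per library. The recovered reads set the floor of detection, taken as 3 reads, and cover counting error only. Replicates of a condition were compared before they were averaged: the chi-square per degree of freedom of their read counts over genes lay between 4.75 and 7.17 for pairs of EWSR1::FLI1 high libraries and between 23.3 and 36.9 for pairs of EWSR1::FLI1 low libraries, so no pair differed by as little as sampling noise, and each library was counted as 1 replicate.

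Alternatives chosen before the data were examined were a pseudocount of 0.1, no filter on low values, a mean FPKM of at least 1, median-ratio scaling, quantile normalization, eBayes without trend, a replicate block, leaving out each library in turn, leaving out genes listed at 0 in one library and at 1 FPKM or more in another of the same condition, other limits, and random gene lists matched on expression. After the data were seen, limma-voom on the recovered reads and sample quality weights were added. Gene coordinates are those of GENCODE v44 lifted to GRCh37. The paper's citation counts were taken from Table S1, of which 272 upregulated and 44 downregulated genes were read. Isoform-level values, RT-qPCR, protein and functional assays, and data of other cell lines were not analysed here.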

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

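The tests described for MGP were chosen after its values were seen. MGP (matrix Gla protein; ENSG00000111341, chromosome 12, 15033798 to 15038791, GRCh37) and FEZF1-AS1 stood out because they are among the 5 largest increases and 5 largest decreases and are on neither list of Table S1, as read here. MGP was at 1.1, 1.96 and 1.75 FPKM in EWSR1::FLI1 high replicates 1, 2 and 3 and at 291, 177 and 172 FPKM in EWSR1::FLI1 low replicates 1, 2 and 3. Its log2 fold change of 6.33 (standard error 0.25, adjusted p = 8.47e-06, limma) was the largest of the 15504 genes tested, and it was higher in 3 of 3 replicate pairs. It was not the largest without EWSR1::FLI1 low replicate 1, where IGFBP3 had 6.55 and MGP at most 6.47. The adjusted p of MGP ranged from 9.51e-07 to 0.000439 over the alternatives set before the data were examined. In the authors' deposited table MGP also has the largest log2 fold change, 6.72, but no p-value, and 240 genes of that table have a fold change without a p-value. The log2 fold change was at least 6.09 in the 6 fits that each left out 1 library, and the lower value of median-ratio scaling and quantile normalization was 6.33. With groups this far apart, neither could have brought it under 2.5, so these tests do not bear on the explanation of the increase. Reads shared with other genes and RNA from other cells were not tested. Knockdown and doxycycline treatment coincide in these samples, so the increase cannot be assigned to either.

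FEZF1-AS1 (chromosome 7, 121943712 to 121950173, plus strand) decreased from 50.9 ± 8.9 to 3.08 ± 2.16 FPKM (SD, n = 3 in each group), a log2 fold change of -3.78 (adjusted p = 0.000215, limma; 3.84e-05 to 0.00292 over the alternatives). It lies within FEZF1 (121941357 to 121950745, minus strand), whose log2 fold change was -3.65, and whether the reads of this pair were told apart by strand was not tested. No biological explanation was tested for it.

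In all, 22 genes were past both limits and on neither list of Table S1 as read here, 16 of them higher and 6 lower in EWSR1::FLI1 low cells. This number depended on the settings. With a pseudocount of 0.1 it was 49 higher and 18 lower, and without EWSR1::FLI1 low replicate 1 it was 47 and 10. Without EWSR1::FLI1 low replicate 3 it was 12 and 4. In the authors' deposited table, 12 of the 22 have no p-value, 5 pass the paper's limits, 4 have an adjusted p under 0.01 with a log2 fold change within 2.5, and 1 has a p-value without an adjusted one. Of these 22 symbols, 8 are not the current symbol of a protein-coding gene.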

How the results depend on the processing

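The direction and the side of the threshold were kept under each alternative that used all 6 libraries for CD44, for FLI1, and for the metalloprotease and proliferation lists tested as lists, but not for each gene of these lists. The numbers of genes past both limits depended on the pseudocount and the fold change limit. With a pseudocount of 0.1, 279 genes were higher and 62 lower upon knockdown, against 126 and 32. With a log2 fold change limit of 2, 215 were higher and 72 lower. A lower limit can only add genes. A pseudocount of 1 understates the fold changes of genes with low FPKM. Of the 268 tested genes of the paper's upregulated list, 110 were past both limits with a pseudocount of 1. The number was 230 with 0.1, and 248 with limma-voom on the recovered reads, chosen after seeing the data. Of the 44 genes of the downregulated list it was 26, 44 and 44 in the same order. With the replicate block, 139 genes were higher and 32 lower, 1702 genes had an adjusted p under 0.01, CD44 had a log2 fold change of 3.28 and FLI1 of -1.57, and the median log2 fold changes of the paired fits were 0.78 for metalloprotease, -1.22 for proliferation, 0.41 for ATF4 target and 0.39 for hyaluronan genes. The number of genes with an adjusted p under 0.01, 1222, was 753 without a filter on low values, 1992 with quantile normalization, 3067 at an adjusted p under 0.05 and 3075 at an unadjusted p under 0.01. The cause was not tested.

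Across the 6 fits that each left out 1 library, from 97 to 192 genes were higher, from 23 to 38 were lower and from 444 to 2178 had an adjusted p under 0.01, with the highest number in each case without EWSR1::FLI1 low replicate 1. The log2 fold change of CD44 ranged from 2.90 to 3.90 and that of FLI1 from -1.68 to -1.46. The adjusted p of CD44 was above 0.01 without EWSR1::FLI1 high replicate 2 and without EWSR1::FLI1 low replicate 3. The median log2 fold change of the ATF4 target genes ranged from -0.29 to 0.86, and that of the hyaluronan genes from 0.28 to 0.54, with an adjusted p above 0.05 without EWSR1::FLI1 low replicate 3.

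For the ATF4 target genes, the median log2 fold change of 0.41 was not significant with camera but was at the upper end of 10000 random lists matched on expression (adjusted p = 0.00107). The cause was not tested. Further alternatives were chosen after seeing the data. With limma-voom on the recovered reads, 307 genes were higher and 70 lower. With sample quality weights, in which EWSR1::FLI1 low replicate 1 had the lowest weight (0.172), 215 were higher, 54 lower and 4745 had an adjusted p under 0.01, and the ATF4 target genes had a median log2 fold change of 0.86 (adjusted p = 0.00308, against 0.0173 to 0.744 in the fits that left out 1 library). Among 81 other named genes, members of the 4 lists included, 1293 comparisons with an alternative gave the same call in 1119, a call lost in 51, a call gained in 89 and a change of direction in 34.

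The changes of direction concerned list members with small or variable log2 fold changes, and their cause was not tested. MMP17 was at 0.0053 with median-ratio scaling, SHMT2 at 0.00072 and TMEM2 at 0.0038. With quantile normalization, SHMT2 was at 0.10, MTHFD2 at 0.054, TMEM2 at 0.041 and SPAM1 at -0.10. With sample quality weights, MMP17 was at 0.042, ASNS at 0.38, SHMT2 at 0.20, MTHFD2 at 0.40, SLC3A2 at 0.18 and SPAM1 at -0.030. With limma-voom, SPAM1 was at -0.10. In the fits that each left out 1 library, the log2 fold change ranged from -0.0071 to 1.18 for MMP3, from -0.31 to 1.06 for MMP9, from -0.10 to 0.72 for MMP12, from -0.096 to 0.049 for MMP17, from -0.79 to 0.088 for ASNS, from -0.032 to 1.36 for CHAC1, from -0.48 to 0.62 for TRIB3, from -0.29 to 0.16 for SHMT2, from -0.58 to 0.21 for MTHFD2, from -0.66 to 0.16 for SLC3A2, from -0.39 to 1.04 for STC2, from -0.15 to 0.20 for HYAL2 and from -0.078 to 0.094 for SPAM1.

 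Depth limits the fold changes of genes with few reads in a group, such as CCK in EWSR1::FLI1 low cells with 10, 0 and 4 reads, whose log2 fold change was -3.30 with a pseudocount of 1 and -5.38 with 0.1.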

Differences from the paper's values

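The paper states 273 genes upregulated upon EWSR1::FLI1 knockdown, and 126 were found here. Among the alternatives set before the data were examined, the counts with a pseudocount of 0.1 (279 genes), with a log2 fold change limit of 2 (215 genes) and without EWSR1::FLI1 low replicate 1 (192 genes) were within 1.5 times the paper's number, and the others were not. Among alternatives chosen after seeing the values, limma-voom on the recovered reads (307 genes) and sample quality weights (215 genes) were within 1.5 times the paper's number.

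For 12 of the 20 named genes compared with Table S1, the log2 fold change differed from the paper's by more than the larger standard error. The paper's values were estimated with DESeq2 and those here on log2(FPKM + 1), so unlike measures of the same libraries are compared. The values here and the paper's were 5.35 and 5.80 for LOX, 3.91 and 4.55 for SPRY1, -3.65 and -4.08 for FEZF1, 2.82 and 3.87 for CXCL12, 3.99 and 4.57 for COL1A2, 1.74 and 2.82 for HGF, 2.89 and 3.72 for MMP13, 6.04 and 6.62 for IGFBP7, 5.45 and 6.03 for TNFSF18, 5.40 and 4.46 for IGFBP3, -4.00 and -4.40 for PPP1R1A, and -3.47 and -4.62 for APELA. Of the alternatives set before the data were examined, a pseudocount of 0.1 brought the value within the error for 10 of the 12, the exceptions being TNFSF18 (6.44) and IGFBP3 (6.36). The same pseudocount took CCK (-5.38 against the paper's -3.58) and MMP10 (3.84 against the paper's 3.09) outside the error, where they were within it with a pseudocount of 1. For IGFBP3, the fits without EWSR1::FLI1 high replicate 3, without EWSR1::FLI1 low replicate 2 and without EWSR1::FLI1 low replicate 3 came within the error. Some fits that left out 1 library also did so for LOX, SPRY1, FEZF1, IGFBP7 and PPP1R1A, and median-ratio scaling did so for LOX. For TNFSF18 no alternative set before the data were examined closed the gap. Limma-voom on the recovered reads, chosen after seeing the values, came within the error for the same 10 genes, and sample quality weights, also chosen after seeing the values, for LOX, FEZF1, MMP13, IGFBP7 and PPP1R1A. Limma-voom took CCK (-6.02), MMP10 (3.87) and CLUL1 (-4.30 against the paper's -3.87) outside the error. Sample quality weights took CD44 (4.00 against the paper's 3.08), VEGFC (3.35 against the paper's 2.51) and MMP10 (4.68) outside it.

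The paper lists MMP2, HGF and VEGFC among the genes past both limits, and they were not past both here. MMP2 had a log2 fold change of 2.43 and was past both limits with a pseudocount of 0.1 (2.63), median-ratio scaling (2.50), without EWSR1::FLI1 high replicate 3 (2.53), and with limma-voom (2.66) and sample quality weights (2.62), which were chosen after seeing the values. HGF, with 1.74, was past both limits with a pseudocount of 0.1 (2.73) and with limma-voom (2.93). VEGFC, with 2.16 and an adjusted p of 0.0563, was past both limits without EWSR1::FLI1 low replicate 1 (3.11) and with sample quality weights (3.35).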

Other observations

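In this part, the tests on depth, dilution and FLI1 in EWSR1::FLI1 low replicate 1 and on the symbols missing from Table S1 were chosen after the result was seen. EWSR1::FLI1 low replicate 1 had the highest median FPKM over all genes, 1.1 against 0.667 to 0.847 in the other libraries. If reads were spread over genes that the cells do not use, olfactory receptor genes should be raised: the median FPKM over 378 such genes was 0.481 in this library, 1.59 times the highest of the other libraries. The library also had the fewest reads on genes (position 1 of 6), but low depth should lower the number of genes with reads, which was the highest of the 6 libraries, at 23458. Background reads therefore remain as a candidate explanation, and this number argues against low depth alone. Since background reads would also raise the number of genes with reads, low depth together with background was not excluded. In the same library CD44 was at 0.267 of the mean of the other EWSR1::FLI1 low replicates. Dilution by background was set against the 5987 expressed genes, whose median ratio was 0.707, or 2.64 times the ratio of CD44, so dilution accounts for part of it at most. Weaker knockdown should leave FLI1 higher. FLI1 was at 0.729 of the mean of the other replicates, which is 1.03 times the median ratio of the expressed genes, so weaker knockdown cannot be told apart from equal knockdown by this test. After a correction for GC content and gene length (89.6% of the tested genes had a GC content), the log2 ratio of CD44 was -1.69, from -1.87 before. Apart from weaker knockdown, no biological explanation was tested, since the labels give no factor that separates this replicate from the others.

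Other splits of the 6 libraries were examined for the results of models fitted across genes. Of the 10 possible splits, 4 part the 3 same-numbered pairs, and the remaining splits part 1 pair each. Among the 4, 1 split, the real one, gave as many genes past both limits in each direction and as many genes with an adjusted p under 0.01. With 4 splits the share cannot fall under 0.05, so chance cannot be excluded by this count. For the metalloprotease, proliferation and hyaluronan lists, only the real split of the 4 gave so small a camera p. For the ATF4 target genes 3 of the 4 did, the real one included.

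The proliferation list was lower in EWSR1::FLI1 low cells for 18 of 18 genes, with a median log2 fold change of -1.22 (limma's camera, two-sided, adjusted p = 3.78e-09; 3e-10 with the replicate block). Of the 18 genes, 5 had an adjusted p under 0.01 over all genes with limma, 15 with the replicate block, and 18 over the list alone. The values of camera cannot be taken as exact probabilities here. In the exact set of 10 splits, a split other than the real one gave p = 2.4e-08 for the same list, 1.32e-05 for the metalloprotease list and 0.047 for the hyaluronan list, and for the ATF4 target genes another split gave p = 6.6e-16. The paper describes EWSR1::FLI1 high cells as more proliferative. MKI67 had a log2 fold change of -1.13 (adjusted p = 0.0155, limma; 0.0042 with the block).

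The design has no doxycycline treatment without the shRNA, so a response to doxycycline itself was examined with ATF4 target genes, which rise when mitochondrial translation is impaired. The list was not significantly higher in EWSR1::FLI1 low cells (camera, adjusted p = 0.187; 0.0849 with the replicate block; median log2 fold change 0.41, 11 of 19 genes higher, with SHMT2 and MTHFD2, lower here, higher with quantile normalization). One member, NUPR1, rose from 2.09 ± 0.403 to 61.5 ± 24.7 FPKM (SD, n = 3), a log2 fold change of 4.27 (adjusted p = 5.56e-05, limma), while ASNS had a log2 fold change of -0.28. With the replicate block, 3 members had an adjusted p under 0.01 and were higher, NUPR1, DDIT4 (log2 fold change 1.69, adjusted p = 0.00843, limma, and 0.0515 without the block) and GDF15 (log2 fold change 0.94, adjusted p = 0.00648, limma, and 0.117 without the block). Other responses to doxycycline were not tested, and knockdown and doxycycline cannot be told apart in these samples. The hyaluronan list was shifted towards higher expression (camera, adjusted p = 0.0367; 0.0284 with the block), with 8 of 10 genes higher, of which SPAM1 was lower with quantile normalization, while TMEM2, lower here, was higher with it. Its members include CD44 itself and CEMIP, which had a log2 fold change of 1.76 (adjusted p = 0.00242, limma), and HMMR, which was lower, with a log2 fold change of -1.09 (adjusted p = 0.0309, limma, and 0.00885 with the block).

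In the authors' deposited table, 283 genes have a log2 fold change over 2.5 and 47 under -2.5 with an adjusted p under 0.01, while Table S1 as read here holds 272 and 44. Among the 14 genes that pass and were not read in Table S1, a share of 92.9% have a symbol that is not the current symbol of a protein-coding gene, against 0.633% of the 316 that were. Selection by current symbols of coding genes is a candidate explanation for most of the difference. The log2 fold changes of the authors' deposited table were smaller than the log2 ratios of mean FPKM, and with these ratios 364 and 66 genes would pass the limits at the authors' adjusted p. The shortfall grew with the deposited standard error (Spearman's rho = 0.903 across 2573 genes, which are not independent), as shrinkage of imprecise fold changes may give. For CD44 the log2 ratio of mean FPKM was 3.66, against 3.08 in the authors' deposited table.

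Among the 316 genes read from Table S1, the 32 with symbols of up to 3 characters had a median of 117 citations in the paper's counts, 11.7 times the median of 10 of the 284 others (permutation test, two-sided, p = 1e-05, the smallest that 100000 permutations can give). Short symbols that also abbreviate other terms may draw unrelated articles, but genes with short symbols may also be studied more, and the test cannot tell these apart. Among the most cited genes, CCK (3709 citations in the paper's counts), HGF (2621), KDR (923), PI3 (788) and C6 (787) have such short symbols. They were chosen for mention after their values were seen, and whether the counted articles concern these genes was not tested.

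CD44 was detected by 321 to 440 reads in the EWSR1::FLI1 high libraries of A673/TR/shEF cells, whereas the paper reports CD44 as not detected by its other assays in Ewing sarcoma cell lines. ESRP1 and ESRP2, which regulate CD44 splicing in epithelial cells, were at most at 0.451 and 0.392 FPKM in the 6 libraries and were under the filter. TBP, whose assay the paper cites for RT-qPCR, was at 13.5 ± 1.57 FPKM in EWSR1::FLI1 high cells and 9.22 ± 2.61 FPKM in EWSR1::FLI1 low cells (SD, n = 3), a log2 fold change of -0.54 that was not significant (adjusted p = 0.131, limma; 0.0414 to 0.337 over the alternatives).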
